# Unraveling Connective Tissue Growth Factor as a Therapeutic Target and Assessing Kahweol as a Potential Drug Candidate in Triple-Negative Breast Cancer Treatment

**DOI:** 10.3390/ijms242216307

**Published:** 2023-11-14

**Authors:** Jeong Hee Lee, Jongsu Kim, Hong Sook Kim, Young Jin Kang

**Keywords:** connective tissue growth factor (CTGF), kahweol, triple-negative breast cancer (TNBC)

## Abstract

Triple-negative breast cancer (TNBC) is characterized by aggressive behavior and limited treatment options, necessitating the identification of novel therapeutic targets. In this study, we investigated the clinical significance of connective tissue growth factor (CTGF) as a prognostic marker and explored the potential therapeutic effects of kahweol, a coffee diterpene molecule, in TNBC treatment. Initially, through a survival analysis on breast cancer patients from The Cancer Genome Atlas (TCGA) database, we found that CTGF exhibited significant prognostic effects exclusively in TNBC patients. To gain mechanistic insights, we performed the functional annotation and gene set enrichment analyses, revealing the involvement of CTGF in migratory pathways relevant to TNBC treatment. Subsequently, in vitro experiments using MDA-MB 231 cells, a representative TNBC cell line, demonstrated that recombinant CTGF (rCTGF) administration enhanced cell motility, whereas CTGF knockdown using CTGF siRNA resulted in reduced motility. Notably, rCTGF restored kahweol-reduced cell motility, providing compelling evidence for the role of CTGF in mediating kahweol’s effects. At the molecular level, kahweol downregulated the protein expression of CTGF as well as critical signaling molecules, such as p-ERK, p-P38, p-PI3K/AKT, and p-FAK, associated with cell motility. In summary, our findings propose CTGF as a potential prognostic marker for guiding TNBC treatment and suggest kahweol as a promising antitumor compound capable of regulating CTGF expression to suppress cell motility in TNBC. These insights hold promise for the development of targeted therapies and improved clinical outcomes for TNBC patients.

## 1. Introduction

Breast cancer is the most diagnosed invasive cancer and the leading cause of cancer death in women worldwide. The incidence of breast cancer in women has been gradually rising at a rate of approximately 0.5% per year since the mid-2000s [1,2]. Estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2) assessments in breast cancer are prognostic and predictive markers for hormonal and anti-HER2-targeted therapy. Triple-negative breast cancer (TNBC), which accounts for 10% to 15% of breast cancers, has a negative expression of the three markers [3]. It also has malignant clinical phenotypes, such as visceral organs and brain metastases. Metastasis, which is a multiple process involving the local invasion and migration into adjacent tissues, intravasation, and proliferation, plays a pivotal role in contributing to the aggressiveness of cancer [4,5]. Compared to other subtypes of breast cancers, TNBC patients show a high recurrence rate within 5 years after surgery and a poorer prognosis, because there are no effective markers for TNBC-targeted therapies [6,7]. It also has been reported that TNBC patients are four times more likely to experience an internal metastasis than other types of cancer within five years of diagnosis [8]. To date, the discovery of novel therapeutic targets in TNBC treatment has not been sufficiently identified. Therefore, adjuvant studies of TNBC therapeutic targets are still essential for developing patient-specific treatment strategies and improving the prognosis of TNBC patients.

Connective tissue growth factor (CTGF), also known as *CCN2*, is a matricellular protein of the CCN family members (CCN1-6) and is well-known as a profibrotic agent. CTGF was reported to be overexpressed in various cancer cells such as breast, ovarian, skin, lung, and liver cancers, and it contributes to the malignancy of cancers [9,10,11,12,13]. CTGF overexpression is involved in migration, extracellular matrix (ECM) production, proliferation, chemotaxis, and drug resistance by which it contributes to the tumor’s development and progression [14]. Recently, increasing evidence indicates that CTGF plays a pivotal role in regulating cancer cell growth by being involved in the interaction between tumor cells and the tumor microenvironment and is related to a poor prognosis in most types of cancer [15]. Since the regulation of CTGF expression has a pivotal role in the pathophysiology of cancer, elucidating functions of CTGF as a prognostic molecule in cancer treatment may provide experimental evidence improving prognosis in various cancer types.

Kahweol, a coffee diterpene molecule, is extracted from arabica coffee beans and is mainly present as fatty esters. Recent studies have reported that kahweol has various biological and pharmacological activities such as antioxidant, anti-inflammatory, anti-diabetic, anti-angiogenic, antitumor, and apoptotic effects in many cell types [16,17]. So far, most kahweol studies have demonstrated its antitumor effects in several cancers. It has been reported that kahweol not only induces antiproliferative effect and apoptosis in several cancers including HER2-positive breast, colorectal, and non-small cell lung cancers [18,19,20] but also significantly inhibits cell migration in prostate and renal cancers [21,22]. In a previous study, we demonstrated that kahweol suppresses Angiotensin II-induced migration through the inhibition of CTGF expression in vascular smooth muscle cells (VSMCs) [23]. Few studies on the association between kahweol and CTGF have been additionally reported in the hepatic fibrosis [24,25]. Nevertheless, studies of CTGF and kahweol have not been demonstrated in cancer. In the present study, we reasoned that CTGF may function as a prognostic marker by involving the regulation of cancer signaling in TNBC. Thus, the potential function of CTGF as a prognostic marker and associations with kahweol are investigated.

## 2. Results

### 2.1. The Involvement of CTGF Expression in Survival and Cancer Progression in TNBC

The assessment of RNA expression levels was a starting point to determine the potential function of CTGF in TNBC. To investigate whether CTGF expression is involved in the survival of TNBC patients, survival and pathway analyses were performed. The RNA-Seq and clinical data were obtained from the broad global data assembly centered firehose (GDAC, https://gdac.broadinstitute.org/, accessed on 11 July 2021) and the subtype of all 1093 breast cancer patients was classified using the Prediction Analysis of Microarray 50 (PAM50) classification. The survival analysis was performed in the CTGF high-expression group vs. the CTGF low-expression group separately for all breast cancer (BRCA) patients, TNBC patients, and non-TNBC patients. Interestingly, the results revealed a significant difference in survival probability between the TNBC patients with a high CTGF expression and those with a low CTGF expression (Figure 1A). However, no such difference in survival was observed in the non-TNBC patients and total BRCA patient population (Suppplementary Figure S1A,B). Patient characteristics in the high-CTGF group and low-CTGF group were analyzed, and no significant differences in age, living status, pathologic stage, and race and tumor, node, metastasis (TNM) stage were observed (Supplementary Table S1). The ER, PR, and HER2 status indicated TNBC characteristics (Supplementary Table S1). Next, to investigate the potential molecular mechanisms underlying CTGF’s role in TNBC, the pathway analysis was conducted. A total of 1358 genes with a *p*-value of <0.05 between the high- and low-CTGF expression TNBC groups were selected, and an over-representation analysis (ORA) was performed through ConsensusPathDB (CPDB, http://consensuspathdb.org/, accessed on 15 July 2021) [26]. We identified ten well-known cancer-related pathways including extracellular matrix organization, collagen formation, integrin, focal adhesion, ECM–receptor interactions, the inflammatory response pathway, vascular endothelial growth factor (VEGF)-VEGF receptor 2 (VEGFR2) signaling, phosphatidylinositol 3-kinase (PI3K)-protein kinase B (AKT) signaling, transforming growth factor-β (TGF-β) signaling and wingless-related integration site (Wnt) signaling. These pathways, which are involved in the development and progression of cancer, were significantly activated in the TNBC group with a high CTGF expression (Supplementary Figure S2), suggesting an oncogenic role of CTGF in TNBC. Additionally, a gene ontology (GO) enrichment analysis was performed using Metascape and the database for annotation, visualization, and the integrated discovery (DAVID) database. The functional annotation analysis with Metascape found that the 1358 genes (*p*-value < 0.05) were significantly enriched in tumor survival including extracellular matrix organization, cell migration, cell adhesion, and the response to wounding (Figure 1B). A GO and Kyoto encyclopedia of genes and genomes (KEGGs) analysis based on DAVID was classified into biological process (BP), cellular components (CC), molecular function (MF), and KEGGs. The result from DAVID showed various cell migration- and proliferation-related pathways including extracellular matrix organization, focal adhesion, mitogen-activated protein kinase (MAPK), PI3K-AKT, and protein bindings such as integrin, collagen, and fibronectin (Figure 1C). Collectively, migration-related pathways including extracellular matrix organization, collagen formation, integrin, ECM–receptor interactions, and focal adhesion were prominent in CTGF-associated TNBC. Thus, we reconstructed a heatmap using the genes under the migration-related pathways from ORA (Figure 1D). Taken together, this suggests that CTGF expression in TNBC contributes to the cancer progression and clinical outcomes of TNBC.

### 2.2. CTGF Contributes to Cell Motility in TNBC

Since a negative correlation between CTGF expression and survival in TNBC patients was observed, the function of CTGF as a potential prognostic marker in TNBC treatment was determined. First, CTGF knockdown was employed by CTGF siRNA transfection in MDA-MB 231 cells, a TNBC cell line (Figure 2A). 

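MDA-MB-231 is a human breast cancer cell line with mesenchymal features that lacks the estrogen receptor, the progesterone receptor and HER2 amplification. For the RNA-Seq, MDA-MB-231 cells transfected with control siRNA (siControl) or CTGF siRNA (siCTGF), each at 100 nM, were either left untreated or treated with kahweol. This gave 4 libraries, 1 per condition, so no condition has a replicate. CTGF (gene symbol CCN2, gene ID 1490), a secreted matricellular protein that is a target of YAP/TAZ and TGF-beta signaling, was lower in siCTGF cells in both pairs of libraries. In untreated cells, its mRNA was at 159 CPM (TMM-scaled counts) in siControl (9927 counts) and at 63.6 CPM in siCTGF (3440 counts), a log2 fold change of -1.32. In kahweol-treated cells, it was at 186 CPM in siControl (8052 counts) and at 31.8 CPM in siCTGF (1410 counts), a log2 fold change of -2.55 (95% counting interval -2.67 to -2.44). The fit over all 4 libraries gave CTGF a log2 fold change of -1.93 with siCTGF (standard error 0.25, adjusted p = 0.055 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction), which did not pass the threshold of 0.05. The sense strand of the siRNA, GCACCAGCAUGAAGACAUA, is 19 nt long and matches nucleotides 1019 to 1037 of the CTGF transcript of 2339 nt. The site lies in the coding part of exon 5 of 5, on the minus strand of chromosome 6 from 131949478 to 131949496 in GRCh38. Among the transcripts searched, no other gene holds a full match.
Libraries were made from rRNA-depleted total RNA with the TruSeq Stranded Total RNA kit and sequenced as 2 × 100 bp paired-end reads on a NovaSeq6000. The submitters' processing notes list trimming with Trimmomatic 0.38, alignment with HISAT2 2.1.0 and Bowtie2 2.3.4.1 to GRCh37.p13, and transcript assembly with StringTie 2.1.3b. The result is a table of read counts, FPKM and TPM for 35993 genes, of which the counts were used here. The total count was 59129784 in siControl and 51830429 in siCTGF without kahweol, with counts in 21351 and 20700 genes. Mitochondrial rRNA took 3.94% of the counts in siControl and 3.11% in siCTGF, and the 10 most abundant genes took 8.54% and 8.25%. Counts were scaled with the TMM factors of edgeR and turned into log2 CPM with a prior count of 2, and the 16599 genes with a mean count of at least 10 over the 4 libraries were kept. Fold changes between 2 single libraries have no replicate check. Their counting intervals are exact Clopper-Pearson intervals that take 2 reads as 1 fragment, and they cover counting error only. The siCTGF and siControl groups were also compared 2 against 2 libraries with kahweol as a covariate (the additive fit). That fit has 1 residual degree of freedom and takes any interaction of siRNA and kahweol as noise.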

Then, we performed a transcriptomic analysis by RNA-Seq on control siRNAs or CTGF siRNAs. Whole transcriptomic profiles of CTGF siRNA-transfected cells were compared with the control siRNA-transfected group, and differentially expressed genes (DEGs) were identified by an application of the screening thresholds of |fold changes (FCs)| < 0.7 or >1.3 with a *p* value of <0.05. Among all the selected 1236 DEGs (9.6% of all genes), 381 genes (3% of all genes) were upregulated and 855 genes (6.6% of all genes) were downregulated in the siCTGF group compared to the siControl group in the MDA-MB 231 cells. 

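With CTGF siRNA, TPM4, a tropomyosin that stabilizes actin filaments, and GANAB, the catalytic subunit of glucosidase II in glycoprotein folding, rose in both untreated and kahweol-treated cells. Cyclin D1 (CCND1), which drives cells from G1 toward S phase, fell, as did the epithelial keratins KRT15 and KRT80 and DHTKD1, a mitochondrial enzyme of lysine breakdown. TPM4 (gene ID 7171, chromosome 19 from 16178348 to 16213812 in GRCh37) was at 305 CPM in siControl and at 793 CPM in siCTGF in untreated cells, a log2 fold change of 1.38 (1.34 to 1.41). In kahweol-treated cells, the log2 fold change was 1.37 (1.31 to 1.42), and over all 4 libraries it was 1.37 (standard error 0.06, adjusted p = 0.00079 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction). GANAB (gene ID 23193, chromosome 11 from 62392298 to 62414198) had log2 fold changes of 1.25 and 1.16 in untreated and kahweol-treated cells (adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction). CCND1 (gene ID 595, chromosome 11 from 69455924 to 69469242) went from 682 to 369 CPM in untreated cells and from 390 to 208 CPM in kahweol-treated cells, log2 fold changes of -0.88 (-0.92 to -0.85) and -0.91 (-0.96 to -0.85), with an adjusted p of 0.0062 from edgeR with Benjamini-Hochberg correction. KRT15 (gene ID 3866) had log2 fold changes of -1.45 and -1.65 (adjusted p = 0.037), KRT80 (gene ID 144501) of -1.04 and -1.32 (adjusted p = 0.025) and DHTKD1 (gene ID 55526) of -1.31 and -0.99 (adjusted p = 0.025), all from edgeR with Benjamini-Hochberg correction. Besides these genes, the interferon-stimulated genes RSAD2 (1.06 and 1.10) and IFI27 (0.86 and 1.08) had some of the highest log2 fold changes that both pairs of libraries shared, and TMEFF1, a transmembrane protein with follistatin domains, had some of the lowest (-1.13 and -1.22). TMEFF1 lies on the same strand as the read-through gene MSANTD3-TMEFF1, which had 516.75 counts on average against 302, so its value may reflect how their shared reads were assigned. None of the 3 passed the test. With a single CTGF siRNA and a single control siRNA, an effect of lower CTGF is not separated from other effects of either siRNA.
In untreated cells, 1598 genes (9.63% of the 16599 kept) were over a fold change of 1.3 and 1493 genes (8.99%) were under 0.7, 3091 genes (18.6%) in all. In kahweol-treated cells, 2441 genes were over 1.3 and 1299 under 0.7. The overlap was 540 genes over 1.3 in both and 371 under 0.7 in both, where independent lists would share 235 and 117. Another 678 genes passed the thresholds in opposite directions, for which no expected number was computed. The overlap alone therefore does not show a shared direction. Across genes, which are not independent replicates, the log2 fold changes of these 2 comparisons, which share no library, had a Pearson r of 0.0525 and a Spearman rho of 0.137, and 56.0% of genes had the same sign. Simulated libraries with no siRNA effect gave a mean r of 0.001 (95% of draws from -0.020 to 0.027) and 50.0% of genes with the same sign. Variation that the genes of a culture share is unmeasured with a single library per condition. The range of these draws may therefore be too narrow, and values outside it do not by themselves show a siRNA effect. The observed agreement rose with the count filter. At a mean count of at least 200, r was 0.178 and rho 0.252. At 1000, a filter added after seeing the data, they were 0.178 and 0.300, with 59.9% of genes of the same sign. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 11 genes were higher and 10 lower in siCTGF cells, against 68 and 60 with DESeq2 and 32 and 28 with limma-voom. With no kahweol term in edgeR, no gene passed (25 higher and 22 lower at an unadjusted p under 0.05). Other called genes, named after their values were seen, included ADAM15, GNPDA1, ZNF267, OGFR, MESD, ZDHHC16, ZNF761 and DNAAF4-CCPG1 (higher) and SEPTIN8, DUS4L-BCAP29, ZFP91-CNTF, LY75-CD302, C8orf44-SGK3 and BIVM-ERCC5 (lower). The hyphenated ones are read-through genes that share reads with their neighbors. The number of genes past the fold thresholds depends on the unit and on the number added before the logarithm. In untreated cells, 571 genes were over 1.3 and 597 under 0.7 with log2(TPM + 1), against 1234 and 1636 with log2(TPM + 0.1).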

The thirty most significantly upregulated and downregulated DEGs are shown in the Supplementary Materials (Supplementary Table S2). To investigate the potential function of CTGF in TNBC, functional annotation and gene set enrichment analyses were performed. The functional annotation analysis with Metascape found that the DEGs between the siCTGF and siControl groups were significantly enriched in extracellular matrix organization, the actin filament-based process, chemotaxis, and the regulation of MAPK cascades (Figure 2B). 

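Collagens, the fibrous proteins of the extracellular matrix, had a lower median in siCTGF than in siControl cells without kahweol, and a slightly higher one with kahweol. SPARC, a matricellular protein that binds collagen, was lower in both pairs of libraries, as was MYLK, the kinase that activates myosin light chain in actin contraction. None of the collagens passed the test over all 4 libraries. Of 67 genes of the actin cytoskeleton, the tropomyosin TPM4 alone passed it. Among 28 genes that report the output of ERK signaling, cyclin D1 (CCND1) alone did, and it fell. The 28 collagen genes measured had a median log2 fold change of -0.29 in untreated cells, below nearly all of 10000 random lists of genes of like expression, and of 0.14 in kahweol-treated cells, at percentile 98.1 (0.0394 with log2(TPM + 1)). In untreated cells, 8 collagens were under 0.7 and 1 was over 1.3, and in kahweol-treated cells 2 were under, 6 over and 20 between. SPARC (gene ID 6678, chromosome 5 from 151040657 to 151066476 in GRCh37) had log2 fold changes of -0.81 (-0.97 to -0.66) and -0.97 (-1.25 to -0.70) in untreated and kahweol-treated cells, and an adjusted p of 0.055 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction. The actin cytoskeleton genes had medians of -0.01 and -0.10 (percentiles 8.39 and 0.125), with 2 higher and 1 lower when adjusted over the list alone. MYLK (gene ID 4638, chromosome 3 from 123328896 to 123603179) was at 132 CPM in siControl and 84.6 CPM in siCTGF in untreated cells and had log2 fold changes of -0.64 and -0.75 (adjusted p = 0.064 from edgeR with Benjamini-Hochberg correction). Chemokines, semaphorins and their receptors, the guidance cues of chemotaxis, had a median of -0.13 in untreated and -0.22 in kahweol-treated cells over 27 genes (percentiles 5.64 and 0.11). Their mean was 0.10 in both, the opposite sign, and no member passed the test over all genes or when adjusted over the list alone. The ERK output genes had medians of -0.14 and -0.02 (percentiles 0.02 and 39.5), with none higher and 5 lower when adjusted over the list alone. The mRNAs of the MAP kinases themselves had log2 fold changes near 0 in untreated and kahweol-treated cells: ERK1 (MAPK3) -0.22 and -0.06, JNK1 (MAPK8) -0.11 and -0.18, and p38-alpha (MAPK14) 0.10 and 0.10. Phosphorylation, which sets the activity of these kinases, is not measured by RNA-Seq. MMP1, a collagenase that opens the matrix to migrating cells, was at 19.6 CPM in siControl and 30.7 CPM in siCTGF without kahweol (log2 fold change 0.64, 0.49 to 0.80) and had a log2 fold change of 0.42 (0.30 to 0.53) with kahweol (adjusted p = 0.13 from edgeR with Benjamini-Hochberg correction). The 27 matrix metalloproteinases and inhibitors had medians of -0.08 and -0.06, with none past the test over all genes and 1 higher when adjusted over the list alone. These lists stand near the Metascape terms and were not taken from them, and the Metascape analysis itself was not repeated here.

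**Figure D1:**
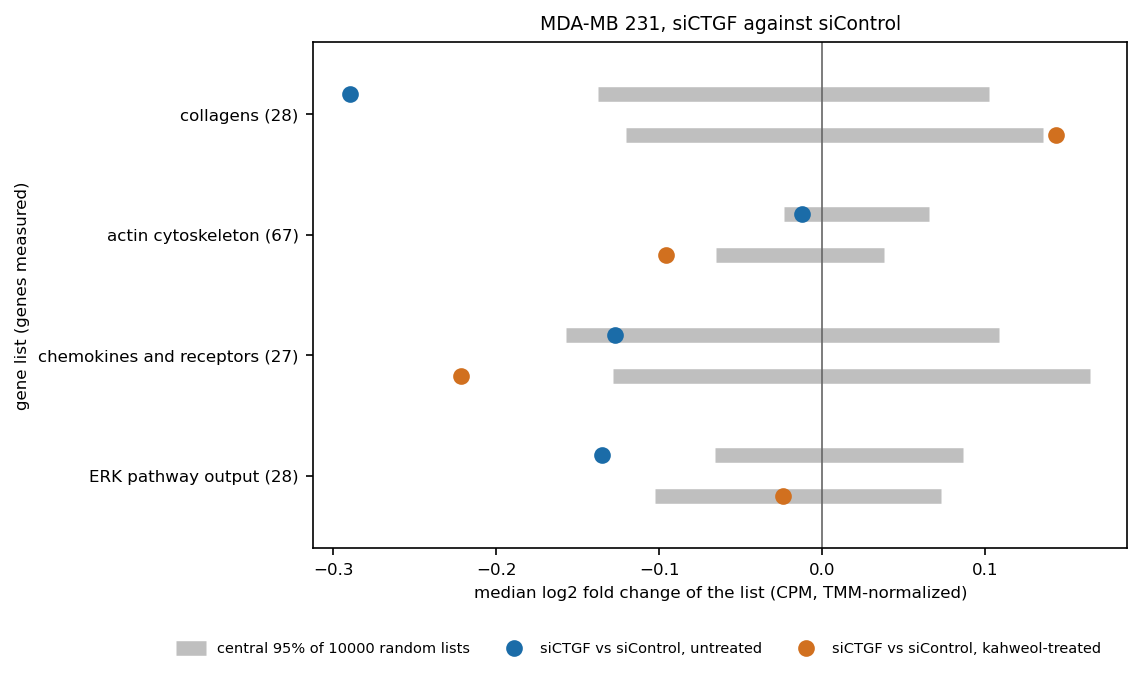
Median log2 fold change (siCTGF against siControl, x axis) of 4 gene lists (y axis) in untreated and kahweol-treated MDA-MB-231 cells, 1 library per condition. Points are medians over the genes measured, and gray bars hold the central 95% of 10000 random lists. Collagens lie at -0.29 in untreated and 0.14 in kahweol-treated cells.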

The gene set enrichment analysis (GSEA) of the RNA-seq data shows significant enrichments for migration-related gene sets. The enrichments for downregulated gene sets were ‘ECM receptor interaction’, ‘cell adhesion molecules’, and ‘focal adhesion’. CTGF knockdown significantly reduced the enrichment scores of the three gene sets (Figure 2C). Furthermore, we investigated whether the results from the Metascape and GSEA by the RNA-seq data were consistent with the cell phenotype. 

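Focal adhesion genes, which link integrins to the actin cytoskeleton, had a slightly lower median in siCTGF than in siControl cells, without and with kahweol. Most of them, 144 and 143 of 170, lay between the fold thresholds. Genes of ECM receptor interaction (collagens, laminins, integrins and syndecans) had a slightly lower median in untreated cells, where 48 of 62 lay between the thresholds. In kahweol-treated cells, their median was close to 0, as was that of the cell adhesion molecules (cadherins, claudins and immune receptors) in both. The integrin subunit ITGB2, which pairs in leukocyte integrins, was lower in siCTGF cells with log2 fold changes of -0.89 (-1.18 to -0.62) and -1.24 (-1.74 to -0.74) in untreated and kahweol-treated cells. The proteoglycan SDC4, a syndecan at focal adhesions, was higher by 0.49 in both. Of the 62 ECM receptor genes measured, 5 were over 1.3 and 9 under 0.7 in untreated cells. Their median log2 fold change was -0.12, below nearly all of 10000 random lists. In kahweol-treated cells it was 0.02 (percentile 72.0), and it turned negative with total-count, FPKM or TPM scaling. The 170 focal adhesion genes had a median of -0.07 in both, below all or nearly all of the random lists, with 11 over 1.3 and 15 under 0.7 in untreated cells. The 83 cell adhesion molecules had medians of -0.01 (percentile 53.4) and 0.04 (percentile 80.8, negative with total-count, FPKM or TPM scaling). Their mean in untreated cells was -0.14, with 8 over 1.3 and 13 under 0.7. In kahweol-treated cells 13 were over and 13 under. At an adjusted p under 0.05 from edgeR's quasi-likelihood test over all genes, none of the ECM receptor genes or cell adhesion molecules passed, and of the focal adhesion genes only CCND1 was lower. When adjusted over the list alone, 1 ECM receptor gene and 1 cell adhesion molecule were higher and 2 focal adhesion genes were lower. ITGB2 (gene ID 3689) had an adjusted p of 0.16 and SDC4 (gene ID 6385) of 0.064 from edgeR with Benjamini-Hochberg correction. PIK3R3, a regulatory subunit of PI3K, had log2 fold changes of -1.15 and -0.53. VCL (gene ID 7414, chromosome 10 from 75757872 to 75881121 in GRCh37), which encodes vinculin, the protein that couples adhesion complexes to actin, was at 383 CPM in siControl and 348 CPM in siCTGF without kahweol. Its log2 fold changes were -0.14 (-0.18 to -0.10) and -0.29 (-0.35 to -0.23), with an adjusted p of 0.38 from edgeR with Benjamini-Hochberg correction. COL4A4 (gene ID 1286, chromosome 2 from 227867430 to 228028921), a chain of basement membrane collagen IV, had log2 fold changes of -0.12 (-0.52 to 0.26) and -0.36 at 4.02 CPM in siControl. A difference as small as that in untreated cells is not detectable at this depth. The interval, which covers counting error only, leaves out a fall to the paper's qRT-PCR fold of about 0.36, read by eye. In a gene set enrichment on the log2 fold changes of the untreated pair, the enrichment score was -0.44 for ECM receptor interaction, -0.47 for cell adhesion molecules and -0.35 for focal adhesion, and the normalized enrichment scores (NES) were -1.34, -1.48 and -1.21. In kahweol-treated cells the NES were 1.05, -1.14 and -1.18, where the first turned to -0.81 over genes with a count in every library. The 3 sets were written from memory of the KEGG pathways and may differ from the database, and no p is given because each group holds 1 library. After the lower enrichment scores of these sets with CTGF knockdown (Figure 2C), the paper asks whether the cell phenotype matches, and turns to transwell and scratch assays.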

Since metastasis is a multi-step process from cell migration to proliferation leading to cell motility [4,5], we investigated migratory phenotypes in vitro. The migratory and wound-healing capacity of the MDA-MB 231 cells were assessed using transwell and scratch assays. The depletion of CTGF led to a 77% decrease in cell migration when compared to the siControl group (Figure 2D). In parallel, in the control group, wound closure reached 85% while siCTGF achieved only 28% closure (Figure 2E). This observation indicates the significant involvement of CTGF in the motility of TNBC cells.

### 2.3. Kahweol Suppresses CTGF Expression and the Ability of Cell Migration in TNBC

In our previous study, kahweol suppressed CTGF expression in VSMCs [23]. To determine whether kahweol inhibits CTGF expression in TNBC, the mRNA level of CTGF was investigated. The MDA-MB 231 cells were treated with 50 µM of kahweol for 24 h. Kahweol significantly reduced the CTGF mRNA expression (Figure 3A). 

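Kahweol is a diterpene of coffee beans. The siControl and siCTGF cells of the RNA-Seq were treated with 50 µM kahweol, for 48 h in the sample labels and the Figure 3 legend. Each treated library was compared with the untreated library of the same siRNA. The paper's methods dissolve kahweol in DMSO and name no vehicle for the untreated cells. An effect of DMSO is therefore not separated from that of kahweol in any kahweol comparison here. The total count was 44781516 in kahweol-treated siControl cells and 47276653 in kahweol-treated siCTGF cells, with counts in 20000 and 21029 genes. Mitochondrial rRNA took 4.33% and 6.01% of the counts, the 10 most abundant genes 10.8% and 12.9%, and small noncoding RNAs 3.60% and 3.86%, against 2.43% and 2.74% without kahweol. Protein-coding genes took 90.4% and 88.3% of the counts, against 92.0% and 92.5% in the untreated libraries. The TMM factors were 0.964 and 0.939 with kahweol and 1.06 and 1.04 without. TMM sets most genes near a fold change of 1. With total counts in its place, the median log2 fold change of all genes with kahweol was -0.15 in siControl and in siCTGF cells, and with log2(TPM + 1) it was -0.17 and -0.18. Files, filter, intervals and fold changes are those of the siRNA comparison. The additive fit compared the 2 kahweol-treated libraries with the 2 untreated ones, with the siRNA as a covariate.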

We performed a transcriptomic analysis by RNA-Seq on the control or kahweol treated group. 

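Kahweol raised HMOX1, the heme oxygenase induced by NRF2 under oxidative stress, SLC3A2, the heavy chain of the cystine and leucine transporters, and the immediate early gene FOS. It also raised SNAI1, a repressor of E-cadherin. Among the genes that fell most were KRT23, a type I keratin, the growth factor FGF1, and CYP24A1, the enzyme that inactivates vitamin D. CTGF mRNA was lower with kahweol in siCTGF cells and slightly higher in siControl cells. HMOX1 (gene ID 3162, chromosome 22 from 35777089 to 35790200 in GRCh37) was at 34.3 CPM untreated and 582 CPM with kahweol in siControl cells, and at 44.3 and 1030 CPM in siCTGF cells. Its log2 fold changes were 4.08 (3.99 to 4.17) and 4.54 (4.45 to 4.62), and over all 4 libraries 4.31 (standard error 0.12, adjusted p = 5.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction). SLC3A2 (gene ID 6520) had log2 fold changes of 2.92 and 2.98 in siControl and siCTGF cells (adjusted p = 3.3e-06, edgeR with Benjamini-Hochberg correction), FOS (gene ID 2353) of 2.99 and 3.22 (adjusted p = 1.7e-05, same test) and SNAI1 (gene ID 6615) of 2.80 and 3.51 (adjusted p = 6.3e-05, same test). In the other direction, KRT23 (gene ID 25984) had log2 fold changes of -4.31 and -5.62, FGF1 (gene ID 2246) of -3.11 and -3.46, CYP24A1 (gene ID 1591) of -4.03 and -3.11, and the chemoattractant receptor gene GPR15 (gene ID 2838) of -4.42 and -4.97. Their adjusted p values from edgeR with Benjamini-Hochberg correction were 6.3e-05, 2.9e-05, 0.0002 and 0.00012. CTGF (CCN2, chromosome 6 from 132269316 to 132272512 on the minus strand) had a log2 fold change of 0.23 (0.17 to 0.29) with kahweol in siControl cells and a counting interval from -1.13 to -0.87 in siCTGF cells, where it went from 63.6 to 31.8 CPM. In siControl cells the log2 fold change was 0.00 with log2(TPM + 1) and -0.18 relative to GAPDH, whose own log2 fold change was 0.41. The fit over all 4 libraries gave -0.37 (standard error 0.24, adjusted p = 0.25 from edgeR with Benjamini-Hochberg correction).
In siControl cells, 4665 genes were over a fold change of 1.3 and 4365 under 0.7 with kahweol, and in siCTGF cells 4713 and 4017. Of these, 3440 were over 1.3 in both and 3028 under 0.7 in both, and 382 passed in opposite directions. The 2 kahweol comparisons, which share no library, had a Pearson r of 0.652 across genes, and 82.9% of genes had the same sign. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3805 genes rose and 3922 fell. With log2(TPM + 1), genes under 0.7 outnumbered those over 1.3, 4526 to 2319 in siControl and 4423 to 2263 in siCTGF cells.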

Whole transcriptomic profiles of the kahweol-treated cells were compared with the control group. To investigate the potential function of kahweol in TNBC, a gene set enrichment of the kahweol-treated group compared to the control was implemented via GSEA using the RNA-seq data. GSEA showed significant enrichments for migration-related gene sets. 

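Kahweol lowered many genes with which cells hold to the matrix and to each other. The laminin receptor subunits ITGA6 and ITGB4 fell, as did the collagens COL13A1 and COL5A2, the proteoglycan VCAN, the endothelial cadherin CDH5, the tight junction protein CLDN1 and the kinase MYLK of actomyosin contraction. ICAM1, the ligand that leukocyte integrins bind on other cells, and SPP1, the secreted integrin ligand osteopontin, rose. More members fell than rose in each of 4 lists: cell adhesion molecules, ECM receptor interaction, focal adhesion and leukocyte transendothelial migration. Of 62 genes of ECM receptor interaction, 20 fell, 6 rose and 36 did not pass edgeR's quasi-likelihood test (the same counts when adjusted over the list alone). Their median log2 fold change was -0.42 in siControl cells, below all of 10000 random lists, and -0.15 in siCTGF cells, at percentile 5.57. With log2(TPM + 1) it was -0.39 and -0.28. ITGB4 (gene ID 3691, chromosome 17 from 73717539 to 73753899 in GRCh37) went from 32.3 to 8.71 CPM in siControl cells and had log2 fold changes of -1.89 (-2.12 to -1.67) and -1.26 (-1.49 to -1.05) in siControl and siCTGF cells (adjusted p = 0.00024 from edgeR with Benjamini-Hochberg correction). ITGA6 (gene ID 3655) had -0.97 and -1.18 (adjusted p = 8.2e-05, edgeR with Benjamini-Hochberg correction) and SPP1 (gene ID 6696) 2.06 and 1.65 (adjusted p = 0.0054, same test). COL5A2 had -1.72 and -1.19, and COL4A4 had -0.87 (-1.41 to -0.40) and -1.11 (-1.69 to -0.56), with adjusted p values of 0.0036 and 0.025 from edgeR with Benjamini-Hochberg correction. Of 28 collagens, 10 fell and 1 rose in the same test and when adjusted over the list alone, and COL13A1 (gene ID 1305) had log2 fold changes of -2.07 and -1.63 (adjusted p = 6.3e-05, edgeR with Benjamini-Hochberg correction). The collagen medians were -0.78 and -0.33. Of 170 focal adhesion genes, 62 fell and 27 rose (67 and 30 when adjusted over the list alone), with medians of -0.31 (below all random lists) and -0.16 (percentile 0.09). With log2(TPM + 1) these medians were -0.31 and -0.32. MYLK went from 132 to 35.2 CPM in siControl cells, with log2 fold changes of -1.91 (-2.02 to -1.80) and -2.01 (-2.16 to -1.87) and an adjusted p of 3.3e-05 from edgeR with Benjamini-Hochberg correction. The apoptosis inhibitor BIRC3 (-2.24 and -2.30) and the caveolar protein CAV2 (-1.34 and -1.52) also fell (adjusted p = 2e-05 and 7.3e-05, edgeR with Benjamini-Hochberg correction). VCL went from 383 to 252 CPM in siControl cells, with log2 fold changes of -0.61 (-0.65 to -0.56) and -0.76 (-0.81 to -0.71) and an adjusted p of 0.00029 from edgeR with Benjamini-Hochberg correction. Of 83 cell adhesion molecules, 24 fell and 9 rose (22 and 9 when adjusted over the list alone), with medians of -0.26 and -0.17 (percentiles 1.49 and 5.02). VCAN (gene ID 1462) had log2 fold changes of -1.59 and -2.21, CLDN1 (gene ID 9076) of -1.76 and -2.58, and CDH5 (gene ID 1003) of -3.00 and -2.63 at 1.76 CPM or less. Their adjusted p values from edgeR with Benjamini-Hochberg correction were 0.00018, 0.0025 and 0.003. Of 82 genes of leukocyte transendothelial migration, 37 fell and 9 rose (38 and 10 when adjusted over the list alone), with medians of -0.33 and -0.28. PTK2B, a kinase related to FAK, fell (-1.44 and -1.42), and ICAM1 (gene ID 3383) had log2 fold changes of 1.29 (1.19 to 1.40) and 1.28 (1.15 to 1.40), with an adjusted p of 7.9e-05 from edgeR with Benjamini-Hochberg correction. MMP1 was at 19.6 CPM untreated and 47.6 CPM with kahweol in siControl cells, and its log2 fold changes were 1.28 (1.13 to 1.43) and 1.05 (0.92 to 1.17), with an adjusted p of 0.00012 from edgeR with Benjamini-Hochberg correction. The medians of the 4 lists were negative under every scaling tried. The lists share members (65 genes between ECM receptor interaction and focal adhesion before the count filter), so their results are not independent.

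**Figure D2:**
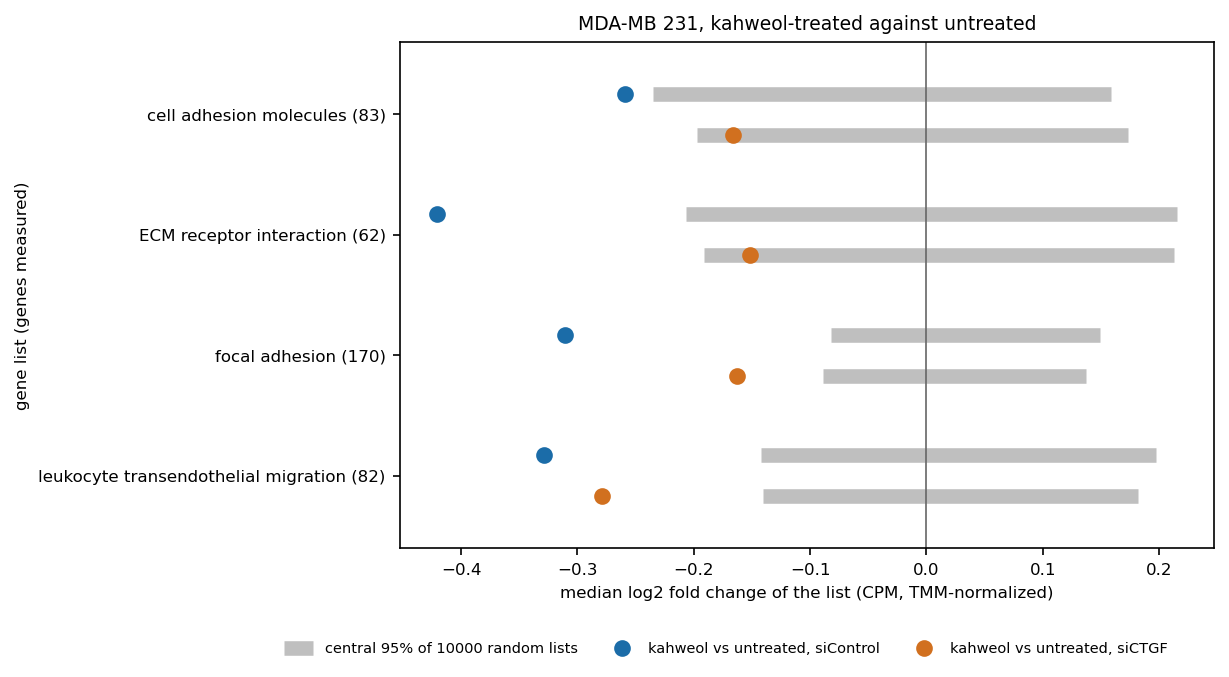
Median log2 fold change with kahweol (x axis) of the 4 gene lists (y axis) in siControl and siCTGF cells, 1 library per condition. Points are medians over the genes measured, and gray bars hold the central 95% of 10000 random lists. All medians are negative, from -0.42 for ECM receptor interaction in siControl cells to -0.15 for the same list in siCTGF cells (-0.28 with log2(TPM + 1)).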

The enrichments for the downregulated gene sets were ‘cell adhesion molecules’, ‘ECM receptor interaction’, ‘focal adhesion’, and ‘leukocyte transendothelial migration’. 

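The enrichment of the 4 sets was scored on the log2 fold changes between kahweol-treated and untreated cells. In siControl cells, cell adhesion molecules such as CDH5 and CLDN1 stood lowest of the 4 sets, with an enrichment score of -0.48 and an NES of -1.71. Leukocyte transendothelial migration, which holds the claudins together with PTK2B and MYL9, followed with -0.42 (NES -1.47). Focal adhesion, with MYLK and BIRC3, had -0.34 (NES -1.30), and ECM receptor interaction, with ITGB4 and COL5A2, had -0.36 (NES -1.19). In siCTGF cells, the NES was -1.62 for cell adhesion molecules, -1.73 for leukocyte transendothelial migration and -1.55 for focal adhesion. For ECM receptor interaction it was 1.02, of the opposite sign to the median of the same genes, and it was -1.18 over genes with a count in every library. With the Signal2Noise ranking of 2 kahweol-treated against 2 untreated libraries, the NES were -1.59 (cell adhesion molecules), -1.45 (ECM receptor interaction), -1.63 (focal adhesion) and -1.74 (leukocyte transendothelial migration). Scores come from 1000 gene-set permutations, and no p is given. The paper's text does not name the libraries that formed its 2 groups.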

Kahweol significantly reduced the enrichment scores of the four gene sets (Figure 3B). To verify the specificity of the anti-migratory effect of kahweol, genes that remained unaffected by kahweol were explored. We identified 6174 genes (0.7 < FC < 1.3) when comparing the kahweol-treated cells to the untreated cells in the siControl-expressing cells. Similarly, in the siCTGF-expressing cells, we selected 6229 genes (0.7 < FC < 1.3) by comparing the kahweol-treated with the untreated cells. 

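Genes of the FAK and MAP kinase pathways were among those that kahweol left within these fold changes in siControl cells. The mRNA of PTK2, which encodes FAK, had a log2 fold change of 0.01 (-0.05 to 0.07) and that of MAPK14 (p38-alpha) 0.04 (-0.03 to 0.10). YAP1, the transcriptional coactivator of CTGF, had 0.27 (0.20 to 0.34), and JNK1 (MAPK8) had 0.28 (0.20 to 0.36). The adhesion adaptor PXN (-0.34, -0.41 to -0.26) and fibronectin (FN1; -0.33, -0.40 to -0.26), the matrix ligand of many integrins, were also within them. CTGF itself was too. By contrast, AKT1 had a log2 fold change of -0.85 (-0.92 to -0.78), PIK3CA, the catalytic subunit of PI3K, 0.65 (0.57 to 0.73), and the kinase gene SRC 0.59 (0.45 to 0.73). In all, 7569 of the 16599 genes kept had a fold change between 0.7 and 1.3. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction, which uses all 4 libraries, AKT1 fell (0.0002) and PIK3CA (0.00059) and SRC (0.012) rose. PXN (0.0071) and FN1 (0.041) fell in the same test although their fold changes stayed between the thresholds. A fold change between 0.7 and 1.3 is a rule of size and does not show that a gene did not change.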

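In siCTGF cells, these kinases stayed within the thresholds. The log2 fold change with kahweol was -0.03 (-0.09 to 0.03) for PTK2, 0.03 (-0.03 to 0.10) for MAPK14 and 0.21 (0.12 to 0.29) for MAPK8, and YAP1 was at 0.10 (0.03 to 0.17). SRC, a kinase of adhesion signaling, was within them here (0.28, 0.14 to 0.43), while CTGF was under 0.7. AKT1 (-0.75, -0.81 to -0.68) and PIK3CA (0.75, 0.67 to 0.83) were outside, as in siControl cells. MMP9, a gelatinase, had a log2 fold change of 0.70 (0.28 to 1.16) in siCTGF cells and of -0.48 (-0.96 to -0.03) in siControl cells, at 4.73 CPM or less in each library. In total, 7869 of 16599 genes had a fold change between 0.7 and 1.3, and 5689 of them did so in siControl cells as well, where 3588 would be shared by independent lists. With 1 library per condition, the difference between the siControl and siCTGF responses of a gene has no test.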

Particularly, cell cycle-related genes were not affected by kahweol in the presence or absence of CTGF (Supplementary Figure S3), providing evidence that kahweol specifically influences the mobility function of MDA-MB 231 cells. 

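Genes of DNA replication fell with kahweol, while most genes of mitosis stayed within a fold change of 0.7 to 1.3. E2F1 and E2F2, the transcription factors that switch on S phase genes, fell, and so did CDC45 and MCM5 of the replicative helicase, UNG, which removes uracil from new DNA, and the histone genes H2AC4 and H3C4. CDKN1C, an inhibitor of cyclin-dependent kinases, the stress gene GADD45G and the D-type cyclin CCND2 rose, and CCND1 fell. Of 121 genes of a cell cycle list written from memory of the KEGG pathway, 67 were between 0.7 and 1.3 in siControl cells, 26 were over and 28 were under, and in siCTGF cells 68 were between, 20 over and 33 under. With log2(TPM + 1), 18 were over and 40 under in siControl cells, and 11 over and 45 under in siCTGF cells. The median log2 fold change was -0.07 in siControl cells (percentile 1.34 of random lists) and -0.10 in siCTGF cells (percentile 1.22). With log2(TPM + 1) it was -0.31 and -0.38. In edgeR's quasi-likelihood test, 44 of the 121 fell, 30 rose and 47 did not pass (47 and 32 when adjusted over the list alone). E2F1 (gene ID 1869, chromosome 20 from 32263283 to 32274191 in GRCh37) went from 81.0 to 16.4 CPM in siControl cells and from 87.7 to 19.3 CPM in siCTGF cells, log2 fold changes of -2.30 (-2.47 to -2.14) and -2.18 (-2.34 to -2.04), with an adjusted p of 2e-05 from edgeR with Benjamini-Hochberg correction. CDC45 had log2 fold changes of -1.38 and -1.44 and MCM5 of -1.30 and -1.52 (adjusted p = 5.5e-05 and 6.3e-05, edgeR with Benjamini-Hochberg correction). By the same edgeR test with Benjamini-Hochberg correction, CCND1 had -0.80 and -0.83 (adjusted p = 9.9e-05), CDKN1C 1.44 and 1.66 (adjusted p = 0.00015), CCND2 2.13 and 1.62 (adjusted p = 0.00049) and GADD45G 3.32 and 3.38 at 3.06 CPM or less (adjusted p = 0.0007). Of 43 markers of S phase, 35 fell, 2 rose and 6 did not pass (36 and 2 when adjusted over the list alone). Their median was -0.58 in siControl cells and -0.92 in siCTGF cells, below all of 10000 random lists in both. UNG (gene ID 7374) was at -1.52 and -1.68 (adjusted p = 5.3e-05, edgeR with Benjamini-Hochberg correction). All 21 replication-dependent histones measured fell in the same test, over all genes and when adjusted over the list alone, with medians of -0.91 and -1.20. On the mean of a list, with 1 residual degree of freedom, the additive kahweol effect did not pass (unadjusted p from a t-test of 0.114 for the higher of the S phase and histone lists). H2AC4 went from 72.4 to 22.4 CPM in siControl cells and from 79.5 to 14.3 CPM in siCTGF cells. Of 54 markers of G2 and mitosis, 17 fell, 9 rose and 28 did not pass (the same counts when adjusted over the list alone), and 41 in siControl and 38 in siCTGF cells were between 0.7 and 1.3. Their medians were 0.02 (negative with total-count, FPKM or TPM scaling) and -0.11. With log2(TPM + 1) they were -0.21 and -0.36. The mitotic kinase gene CDK1 fell (-0.66 and -0.98, adjusted p = 0.00041, edgeR with Benjamini-Hochberg correction), and G2E3, a ubiquitin ligase of G2, rose (1.12 and 1.05, adjusted p = 0.00011, same test). The genes plotted in Supplementary Figure S3 are not used here. Because cell cycle-related genes were among those unaffected by kahweol with or without CTGF, the paper reasons that kahweol acts specifically on the mobility of these cells.

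**Figure D3:**
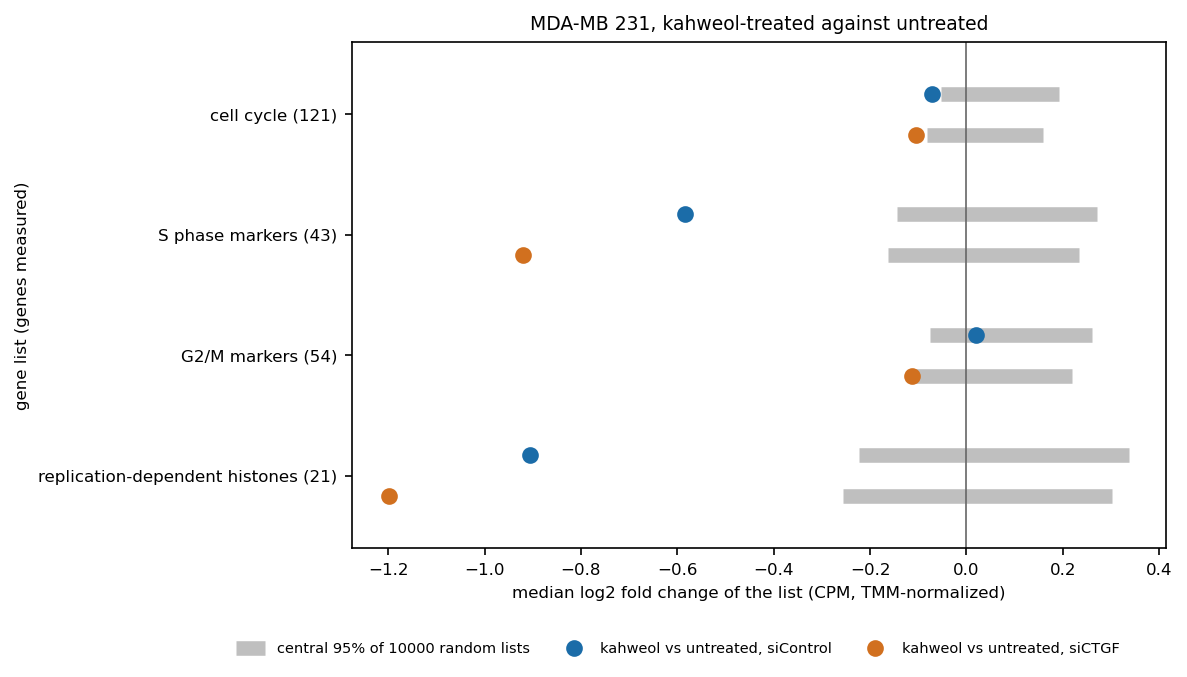
Median log2 fold change with kahweol (x axis) of 4 gene lists of the cell cycle (y axis) in siControl and siCTGF cells, 1 library per condition. Points are medians over the genes measured, and gray bars hold the central 95% of 10000 random lists. S phase markers lie at -0.58 and -0.92, histones at -0.91 and -1.20, and the cell cycle list at -0.07 and -0.10. With log2(TPM + 1), the cell cycle list lies at -0.31 and -0.38. The G2/M median of 0.02 in siControl cells is negative with total-count, FPKM or TPM scaling.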

Next, to confirm whether kahweol is involved in migratory phenotypes, consistent with the GSEA results, migratory ability was assessed in the MDA-MB 231 cells, and, consistent with the RNA-Seq data, kahweol attenuated migration by 78% compared to the control group (Figure 3C). These results suggest that kahweol reduces CTGF expression and has potential as an anti-migratory compound in TNBC treatment.

### 2.4. Kahweol Inhibits Cell Motility by Regulating CTGF Expression in TNBC

Next, we investigated whether kahweol inhibits cell motility via CTGF regulation, employing a recovery experiment strategy. As shown in Figure 3A, kahweol reduced the CTGF mRNA and protein levels by 0.6-fold and 0.3-fold, respectively, relative to the untreated control. However, rCTGF administration recovered CTGF expressions almost equivalent to the control sample. The effect of rCTGF was also examined (Figure 4A,B). Next, the anti-migratory effect of kahweol in the MDA-MB 231 cells was evaluated by a transwell migration assay. The rCTGF-administrated MDA-MB 231 cells showed an increased migration by 151% relative to the untreated control. Kahweol reduced migration levels by 22%, and rCTGF administration significantly reversed migration, increasing it by 92% (Figure 4C). Additionally, a wound-healing assay was performed for the same set of samples. Kahweol treatment recovered approximately 35% of the scratched area, and the rCTGF with kahweol significantly restored it to 40% in 24 h. The untreated control and rCTGF restored 50% and 70% of the scratched area in 24 h. In 48 h, three samples, the untreated control, rCTGF, and the rCTGF with kahweol showed an almost similar wound-closure area by restoring it by ~95%, but kahweol recovered only 68% of the scratched area (Figure 4D). Taken together, these results demonstrate that kahweol inhibits TNBC cell migration by regulating CTGF.

### 2.5. Kahweol Influences the Expression of Genes Associated with Migration by Modulating CTGF via ERK, P38, PI3K, AKT, and FAK Phosphorylation

To confirm the underlying mechanisms involved in the regulation of CTGF by kahweol, the expression levels of cell motility-related genes including vinculin (VCL), collagen type IV alpha 4 chain (COL4A4), collagen type XI alpha 1 chain (COL11A1), and matrix metallopeptidase 1 (MMP1) were investigated. These genes were involved in migration-related pathways based on the transcriptomic analysis of TCGA TNBC patients, as shown in Figure 1. The relative expression levels of VCL, COL4A4, COL11A1, and MMP1 were significantly lower in the CTGF low-expression patients compared to the high-CTGF-expression group (Figure 5A and Supplementary Figure S4). A further investigation was conducted to analyze the mRNA expression levels of these genes in the MDA-MB 231 cells following siCTGF transfection and rCTGF administration. In line with the patient data depicted in Figure 5A, siCTGF transfection resulted in a reduction in the expression of migration-related genes, whereas rCTGF caused an increase in their expression (Figure 5B,C). Kahweol treatment led to a suppression of the gene expression in comparison to the untreated control, and rCTGF administration significantly reversed this inhibitory effect (Figure 5C). Additionally, the underlying molecular mechanisms involved in CTGF were investigated by examining the expression and activation of MAPKs, PI3K/AKT, and focal adhesion kinase (FAK) proteins. These proteins have established their roles in cell migration [27,28,29]. The phosphorylation of extracellular signal-regulated kinase (ERK), P38, PI3K, AKT, and FAK was diminished by siCTGF, while the phosphorylation of c-Jun N-terminal kinase (JNK) was increased (Figure 5D). Furthermore, whether these signaling proteins are involved in the regulation of CTGF by kahweol was investigated. Reductions in the ERK, P38, PI3K, AKT, and FAK phosphorylation by kahweol were notably reversed by the administration of rCTGF (Figure 5E). Taken together, kahweol influences the expression of migration-related genes by regulating CTGF through the phosphorylation of ERK, P38, PI3K, AKT, and FAK. These findings suggest that kahweol has the potential to serve as a CTGF-regulating agent in the treatment of TNBC.

## 3. Discussion

Breast cancer is the most diagnosed invasive cancer and the leading cause of cancer death in women. It has four primary molecular subtypes, defined in large part by hormone receptors, ER and PR, and HER2 receptors. TNBC subtype is defined by the absence of ER and PR expressions as well as the absence of the HER2 receptor expression. It is characterized by its biological aggressiveness, worse prognosis, and lack of therapeutic targets in contrast with non-TNBC. TNBC is not sensitive to endocrine therapy or HER2 treatment, and standardized TNBC-treatment regimens are still lacking [3,6]. Based on the clinical challenge in treating TNBC, we have identified that kahweol, a naturally occurring compound, shows promise as a potential treatment for TNBC by targeting CTGF. Several studies have demonstrated oncogenic functions for CTGF in various types of cancers including melanoma, ovarian cancer, prostate cancer, colorectal cancer, lung adenocarcinoma, hepatocellular carcinoma, and breast cancer [10,12,13,30,31,32,33]. Although a previous study demonstrated the oncogenic role of CTGF in breast cancer, it had limitations concerning clinical implications [10]. In this previous study, the authors manipulated the CTGF-expression level and observed its tumorigenic effects in MCF-7 cells and MDA-MB 231 cells. In the present research, we aimed to explore the prognostic significance of CTGF and to discover therapeutical approaches within the realm of clinical practice.

Metastasis, which is an important risk factor in determining survival, is fundamentally derived from cell migration [4,5]. TNBC has shown a significant prevalence of brain, lung, and distant nodal metastases. The incidence of brain metastasis in TNBC is approximately 25–46%, which is a 2–5 times higher risk of developing brain metastases compared to Luminal A (8–15%) and B (11%) [34,35]. According to a recent meta-analysis, roughly 33% of individuals with TNBC will ultimately experience brain metastasis [36]. In a previous study, recombinant CTGF proteins increased VSMC migration and the expression of FAK and the yes-associated protein (YAP), which is related to the formation of focal adhesion and cell migration [23]. It has been demonstrated that the upregulation of CTGF leads to an increase in the expression of matrix metalloproteinases, such as matrix metalloproteinase (MMP)-2 and MMP-3, consequently stimulating cell migration in osteosarcoma [31]. It has also been reported that CTGF’s binding to α6β1 mediates collagen deposition [37]. In line with this, we further investigated CTGF-associated genes and signaling pathways in TNBC. Consistent with previous reports, CTGF plays a functional role in signaling pathways associated with migration in TNBC patients. (Figure 1). Additionally, it is affirmed in MDA-MB 231 cells by CTGF knockdown (Figure 2). These studies confirm that since CTGF plays a pivotal role in TNBC exacerbation via its involvement in cell motility, the improvement of TNBC prognosis could be expected by regulating the CTGF level. They also provide evidence that CTGF is a potential therapeutic target and prognostic marker in TNBC.

In this study, we have identified kahweol as a potential drug candidate targeting CTGF in TNBC. Previous research has reported that kahweol acetate inhibits migration and proliferation in prostate cancer cells [21]. Additionally, recent updates on the functional impacts of kahweol and cafestol on cancers have shown that kahweol exerts antitumor effects on breast cancer cell lines [38]. Consistent with these findings, another study showed that kahweol treatment in MDA-MB 231 resulted in the inhibition of cell proliferation along with the induction of apoptosis by the increased production of reactive oxygen species and cytotoxicity [39]. Considering the role of CTGF in cell proliferation and migration in cancer (Figure 1 and Figure 2 and Supplementary Figure S2), we further investigated the potential anti-cancer effects of kahweol through CTGF inhibition. In this study, we confirmed that kahweol inhibited CTGF expressions in MDA-MB 231 cells. Furthermore, our functional annotation results show that kahweol was involved in motility, which was confirmed to affect migration through in vitro transwell experiments (Figure 3 and Figure 4). In Figure 5, by bridging basic research with the clinical implications of kahweol and CTGF, our results carry a more substantial impact. We observed that kahweol reduced the expression of CTGF-associated migration genes. Kahweol led to the decreased phosphorylation of ERK, P38, PI3K/AKT, and FAK. Notably, this effect was restored when rCTGF was administered, indicating that kahweol impacts the expression of genes associated with migration by modulating CTGF via the ERK, P38, PI3K, AKT, and FAK phosphorylation. Interestingly, we observed an increase in JNK phosphorylation upon kahweol treatment. It is worth noting that previous studies showed that MAPK proteins including ERK, P38 and JNK did not consistently exhibit concurrent effects, suggesting the possibility of unconfirmed impacts in specific contexts [40,41]. It has been demonstrated that kahweol significantly suppresses MMP-9 expressions by inhibiting the MAPK phosphorylation and nuclear factor kappa B (NF-κB) signaling pathways, effectively attenuating metastasis in human fibrosarcoma cells [42]. Moreover, kahweol plays its anti-inflammatory and anti-atherogenic effects by blocking the activation of the Janus kinase 2 (JAK2)-PI3K/Akt-NF-κB pathway induced by tumor necrosis factor α (TNFα). It also downregulates pathways that influence the expression and interaction of cell adhesion molecules in endothelial cells [43]. CTGF enhances cell–cell communication in chondrocytes through the PI3K/Akt signaling pathway [44]. FAK phosphorylation leads to the recruitment and activation of focal adhesion components such as vinculin, paxillin, and Src in response to cell–ECM adhesion through integrins [45]. These studies further support the involvement of ERK, P38, PI3K/AKT, and FAK in CTGF regulation by kahweol in TNBC. Nevertheless, in terms of underlying mechanisms, our study of the mechanisms associated with cancer metastasis and the therapeutic implications of kahweol in TNBC still remains in its infancy. Previous studies have shown YAP, a well-known transcription regulator of CTGF, to promote focal adhesion by activating FAK in breast cancer and to induce CTGF expression via ERK in hepatocytes [46,47]. In our previous study, we observed that kahweol reduced CTGF expression and migration in VSMCs while suppressing the protein expression of FAK, YAP, ERK1/2, fibronectin, and collagen III [23]. These studies provide valid evidence that YAP, as a starting point of our future study, acts as a potential transcriptional mediator of CTGF regulatory mechanisms in the context of therapeutic TNBC studies. Overall, the therapeutic significance of CTGF and kahweol, as revealed through our study, has the potential to contribute to the prognosis and treatment of TNBC. To develop kahweol as an anti-cancer agent in clinics, more comprehensive clinical investigations are called for. Consequently, the therapeutic function of kahweol in conjunction with their mechanism of action and pharmacokinetic profile, such as absorption, bioavailability, metabolism, and elimination, should be evaluated. Further explorations into the underlying molecular mechanisms could open up avenues for TNBC-treatment research and offer promising therapeutic approaches.

## 4. Materials and Methods

### 4.1. Reagents and Antibodies

The MDA-MB 231 cell line was bought from ATCC (Manassas, VA, USA). The recombinant human CTGF was purchased from PEPROTECH (East Windsor, NJ, USA). Kahweol was purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Antibodies were purchased from the following vendors: CTGF (Dallas, TX, USA) and β-actin from Sigma-Aldrich (St. Louis, MO, USA), ERK, JNK, phospho-ERK, and phospho-JNK from Santa Cruz Biotechnology (Dallas, TX, USA) and P38, PI3K, AKT, FAK, phospho-P38, phospho-PI3K, phospho-AKT, and phospho-FAK from ABclonal (Woburn, MA, USA). Dulbecco’s modified Eagle’s medium (DMEM), the fetal bovine serum (FBS), penicillin/streptomycin antibiotics, and trypsin-EDTA solution were purchased from GenDEPOT (Katy, TX, USA).

### 4.2. Cell Culture and Kahweol Preparation

MDA-MB-231 human breast cancer cell lines were maintained in DMEM supplemented with 10% FBS and 1% antibiotics (penicillin, 10,000 U/mL; streptomycin, 10,000 µg/mL) at 37 °C in a humidified atmosphere with 5% CO_2_. MDA-MB 231 cells were prepared at 70–90% confluence for the experiments.

The solubility of kahweol in the product’s datasheet (Santa Cruz, Cat. sc-203089) is described as soluble in a 1:50 solution of ethanol:PBS (pH 7.2) (~0.02 mg/mL), DMF (~5 mg/mL), DMSO (~3 mg/mL), and ethanol (~5 mg/mL). In our experiments, we reconstituted the powdered kahweol into a solution of 10 mM of kahweol by adding DMSO.

### 4.3. Total RNA Sequencing

Total RNA was isolated using the Apure Total RNA kit (AP BIOTECH, Buenos Aires, Argentina). RNA sequencing was performed at MacroGen Inc. (www.macrogen.com, accessed on 2 July 2021, Seoul, Republic of Korea). The RNA concentration was calculated by Quant-IT RiboGreen (Invitrogen, Waltham, MA, USA, #R11490). To assess the integrity of the total RNA, samples were run on the TapeStation RNA screentape (Agilent, Santa Clara, CA, USA, #5067-5576). Only high-quality RNA preparations, with RINs greater than 7.0, were used for the RNA library’s construction.

A library was independently prepared with 1 ug of total RNA for each sample by the Illumina TruSeq Stranded Total RNA Sample Prep Kit (Illumina, Inc., San Diego, CA, USA). The rRNA in the total RNA was depleted by the Ribo-Zero kit. After the rRNA was depleted, the remaining RNA was purified, fragmented, and primed for cDNA synthesis. The cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random hexamers. This was followed by second-strand cDNA synthesis using DNA Polymerase I, RNase H, and dUTP. These cDNA fragments then went through an end repair process, the addition of a single ‘A’ base, and then the ligation of the adapters. The products were then purified and enriched with PCR to create the final cDNA library. The libraries were quantified using qPCR, according to the qPCR Quantification Protocol Guide (KAPA Library Quantification kits for Illumina Sequencing platforms), and were qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, Waldbronn, Germany). Indexed libraries were then submitted to an Illumina NovaSeq6000 (Illumina, Inc., San Diego, CA, USA), and the paired-end (2 × 100 bp) sequencing was performed by Macrogen Incorporated.

### 4.4. Bioinformatics Analysis

Gene ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGGs) pathway enrichment analyses were performed using the online tools DAVID and Metascape. The GO functional enrichment analysis, which included molecular function (MF), biological process (BP), and cellular component (CC) analyses, and the KEGGs pathway analysis of the DEGs were performed using the R package clusterProfiler. Gene set enrichment analysis (GSEA) v7.0 was used to explore the pathways and gene sets associated with CTGF and kahweol in MDA-MB 231 cells. The *p*-value < 0.05 was utilized to define the statistical significance of GSEA throughout this study.

### 4.5. TCGA Data Acquisition and Gene Selection

The Cancer Genome Atlas Breast Invasive Carcinoma (TCGA BRCA) mRNA expression data were acquired from GDAC’s site. Clinical data including the survival status of TCGA BRCA patients and subtypes depending on PAM50 criteria were obtained from The Cancer Genome Atlas Network [48]. The TCGA BRCA TNBC patient group (n = 98) and the non-TNBC patient group including Luminal A, Luminal B, HER2, and Normal-like (n = 424) were classified by PAM50 criteria. One patient in the TNBC group and nine patients in the non-TNBC group were excluded due to insufficient clinical information, resulting in a final analysis with the TNBC group (n = 97) and the non-TNBC group (n = 415). The Pearson correlation test was performed to identify correlations between the mRNA expression level of CTGF and mRNA expression levels of other genes in the TNBC group. Genes were selected by a *p*-value of < 0.05 between the high- and low-CTGF-expression TNBC groups.

### 4.6. Pathway Analysis and Clinical Data Visualization

A total of 1358 genes were included in the over-representation analysis (ORA) via ConsensusPathDB (CPDB, http://cpdb.molgen.mpg.de/, accessed on 20 July 2021). Pathways were selected with these criteria: a minimum overlapping input list (n = 2) and a *p*-value cutoff (*p*-value < 0.01). Pathway databases (Wikipathways, SMPDB, KEGG, Reactome, PharmGK, PID, Biocarta, Ehmn, Humancyc, INOH, Netpath, and Signalink) were used [49,50,51,52,53,54,55,56,57,58,59].

The analysis in this study was conducted using the R software version 3.6.3. The Complexheatmap package was employed to visualize mRNA expression levels. Survminer was used for survival analysis. For visualization, GGally and ggplot2 were utilized. Individual gene expressions were visualized by box plots using ggplot2, and statical analyses were performed using R. To visualize the migration-related pathways, a flow diagram was created using the SankeyMATIC online tool (https://sankeymatic.com/, accessed on 20 October 2021). To determine the cutoff for the CTGF high expression, a threshold of CTGF-expression levels (RPKM) > 3300 was selected, resulting in the most significant survival and *p*-value between the CTGF high-expression group and the low-expression group. For the network analysis and visualization, Cytoscape version 3.9.0 was employed [60].

### 4.7. Knockdown of CTGF Expression Using Small Interfering RNA (siRNA)

For the knockdown of CTGF expression, the following siRNA against CTGF mRNA was synthesized: 5′-GCACCAGCAUGAAGACAUA-3′ (Genolution Inc., Seoul, Republic of Korea). The negative control siRNA (Bionics, Seoul, Republic of Korea) was purchased for use in the control experiments. MDA-MB 231 cells were grown to 60% confluence in 60 mm culture dishes and were transfected with 100 nM of CTGF siRNA or the negative control siRNA using DharmaFECT 2 (Dharmacon Research Inc., Lafayette, CO, USA). After incubation for 6 h at 37 °C, the DharmaFECT mixtures were washed out and cells were incubated in a serum-free medium for 24 h before kahweol treatment.

### 4.8. Western Blot Analysis

MDA-MB 231 cells were prepared in a serum-free medium. They were treated with rCTGF (400 ng/mL) for 55 min, followed by the addition of kahweol (50 µM) for 5 min. After that, cells were lysed with Pro-Prep (iNtRON, Seongnam, Republic of Korea), supplemented with a 10 µM protease inhibitor cocktail and a 10 µM phosphatase inhibitor cocktail, and lysates were incubated on ice for 30 min and centrifuged at 15,000× *g* for 10 min at 4 °C. Protein concentrations were determined using a protein assay reagent from Bio-Rad (Hercules, CA, USA). Briefly, equal amounts of protein were mixed with a 5× SDS sample buffer and heated for 5 min at 95 °C before loading. Equal quantities of the protein (20 µg) were separated via sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) for 120 min at 60–90 V then transferred onto a nitrocellulose membrane (GE Healthcare Life Sciences, Pittsburgh, PA, USA) for one hour at 100 V, and membranes were blocked with 5% non-fat milk in TBS containing 0.05% Tween 20 (TBS-T) for one hour at room temperature and then incubated overnight with primary antibodies (1:1000). Membranes were then washed in TBS-T and incubated for one hour at room temperature in 5% non-fat milk containing anti-rabbit or anti-mouse IgG. After washing with TBS-T, signals were visualized by using electrochemiluminescence (ECL)-detection reagents (Millipore, CA, USA), according to the manufacturer’s instructions.

### 4.9. Quantitative Real-Time RT-PCR (qRT-PCR)

MDA-MB 231 cells were prepared in a serum-free medium. They were treated with rCTGF (400 ng/mL) for 1 h, followed by the addition of kahweol (50 uM) for 24 h. After that, the total RNA was isolated using the APure total RNA kit (APBIO, Namyangju, Republic of Korea), and a reverse transcription (RT) reaction was conducted using the amfiRivert Reverse Transcriptase kit (GenDEPOT, TX, USA), following the manufacturer’s instructions. qRT-PCR was conducted with 1 µL of template cDNA and power SYBR Green (GenDEPOT, TX, USA), using the QuantStudio1 Real-Time PCR system (Thermo, Waltham, MA, USA). Quantification was performed by the efficiency-corrected ∆∆Cq method. The primers used to amplify the DNA sequences were as follows: CTGF (forward: 5′-ACC TGT GGG ATG GGC ATC T-3′; reverse: 5′-CAG GCG GCT CTG CTT CTC TA-3′); VCL (forward: 5′-CCA AAA CAT GTC TCC TAT ATC CTG G-3′; reverse: 5′-GAA GTG TCC TTC AGA CAG GG-3′); COL4A4 (forward: 5′-TGA AGG GAA ATC CCG GTG TG-3′; reverse: 5′-CAG GTG GCT CTA CCA ACA GG-3′); COL11A1 (forward: 5′-TGG TGA TCA GAA TCA GAA GTT CG-3′; reverse: 5′-AGG AGA GTT GAG AAT TGG GAA TC-3′); and GAPDH (forward: 5′-GGA TTT GGT CGT ATT GGG-3′; reverse: 5′-GGA AGA TGG TGA TGG GAT T-3′). The PCR conditions were as follows: initial denaturation at 95 °C for 10 min, 95 °C for 10 s, 60 °C for 15 s, and 72 °C for 1 min.

### 4.10. Wound Scratch Assay and Transwell Chamber Assay

Cells were grown to 90% confluence in 12-well plates in DMEM supplemented with 10% FBS, and the medium was replaced with 5% FBS-supplemented DMEM. Wounds were made with a sterile 200 µL pipet tip by drawing a line through the plated cells perpendicular to the line above. Cells were siCTGF transfected or pretreated with rCTGF (400 ng/mL) for 1 h, and then kahweol (50 μM) was added to the medium in the presence of rCTGF and incubated for 48 h. Images were acquired by using a phase-contrast microscope (4×). To perform the transwell assay, cells were seeded in the inner chamber of the transwell plate and treated under the same conditions as described for the wound-healing assay. For the transwell assay with the siCTGF condition, transfected cells were harvested and seeded in the inner chamber. At the assay’s conclusion, cells were fixed by 4% paraformaldehyde and visualized by crystal violet staining. Non-migrated cells were scraped off with cotton swabs, and then migrated cells were photographed under a light microscope (40×) (OLYMPUS, Tokyo, Japan). The number of migrated cells were quantified using image J (https://imagej.net/ij/).

### 4.11. Statistical Analysis

Excel (Microsoft 365 enterprise, Redmond, WA, USA) was used for data acquisition and analysis. Differences between data sets were assessed by Bonferroni’s *t*-test. Results are presented as the means ± standard deviation (SD) from at least three independent experiments, and *p*-values of < 0.05 were considered significant.

## 5. Conclusions

In conclusion, our current study identifies CTGF as a promising prognostic marker and therapeutic target, offering valuable insights into predicting the prognosis of TNBC treatment. Additionally, we discovered that kahweol, a potential antitumor compound, effectively regulates key signaling pathways such as ERK, P38, PI3K/AKT, and FAK which are involved in CTGF regulation. These findings offer valuable insights for further therapeutic studies targeting TNBC and hold promise for the development of novel treatment approaches, ultimately contributing to improved patient outcomes in the battle against this aggressive form of breast cancer.

## Figures and Tables

**Figure 1:**
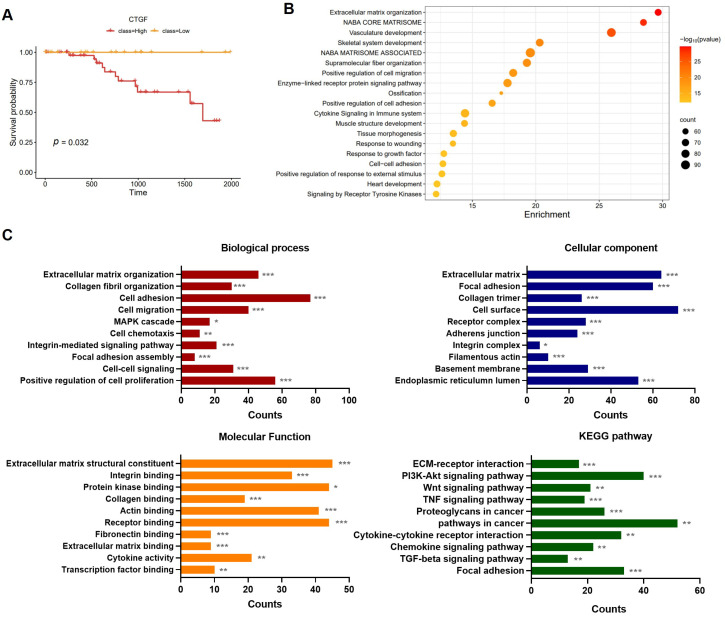

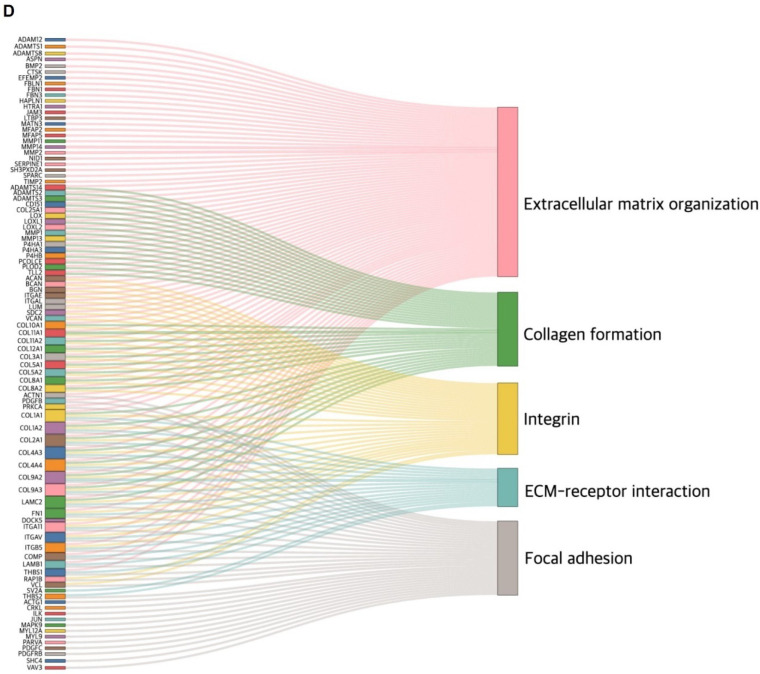
CTGF implication in the survival and cancer progression of TNBC. (**A**) Kaplan–Meier survival plot for TCGA TNBC patient showing overall survival in the CTGF high-expression group (red, n = 65) and CTGF low-expression group (yellow, n = 32). (**B**) An enrichment bubble plot visualizing the selected genes. Pathway enrichment of differentially expressed genes (DEGs) between the high-CTGF and low-CTGF groups is presented; darker colors indicate lower *p*-values. (**C**) Results of GO enrichment analysis and KEGG pathway analysis for DEGs (*p*-value < 0.05) in the high-CTGF and low-CTGF groups. (**D**) Sankey plot with selected pathways via CPDB (*p*-value < 0.05 in over-representation analysis) based on mRNA expressions in TNBC patients (n = 97). Five migration-related pathways and genes are indicated in the Sankey plot. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005.

**Figure 2:**
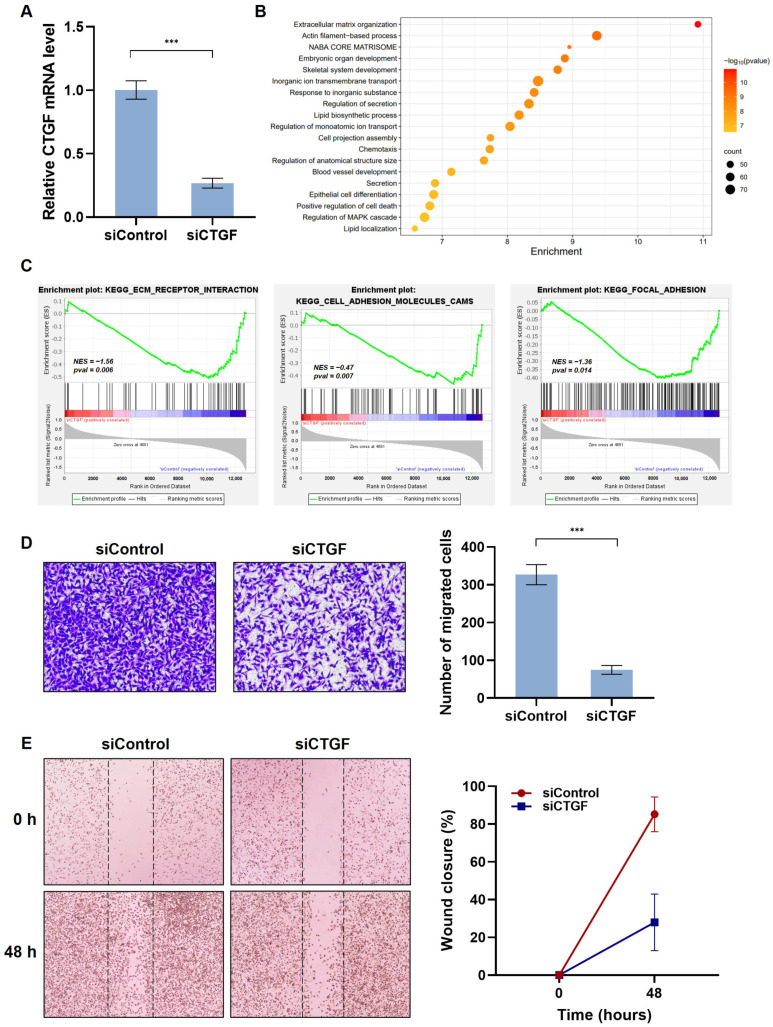
CTGF involvement in TNBC cell motility. MDA-MB 231 cells were transfected with 100 nM siRNA specific for the CTGF gene or control siRNA. (**A**) The mRNA level of CTGF was determined by qRT-PCR analysis. (**B**) Enrichment bubble plot visualizing the selected genes. Pathway enrichment of DEGs between control siRNA and CTGF siRNA groups is presented; darker colors indicate lower *p*-values. (**C**) Three significant enrichment plots of pathway enrichment analysis of DEGs using GSEA. GSEA-based KEGG analysis-enrichment plots of representative gene sets: ECM–receptor interactions, cell adhesion molecules, and focal adhesion. The green line represents the enrichment profile. (**D**) For selective migration assay, a transwell assay was performed. The negative control siRNA or CTGF siRNA-transfected cells were seeded on the inner chamber. After fixing, cells were visualized by crystal violet staining. Unmigrated cells were scraped off, and the migrated cells were counted under a light microscope. (**E**) Cells were scratched with a micropipette tip to form a cell-free (wounded) area and were transfected with siCTGF. Wound areas are visualized using a phase-contrast microscope. The distance migrated was determined as the average of the distances of each cell from the wound boundary. The results are representative of three independent experiments. The data are expressed as means ± SD. *** *p* < 0.005.

**Figure 3:**
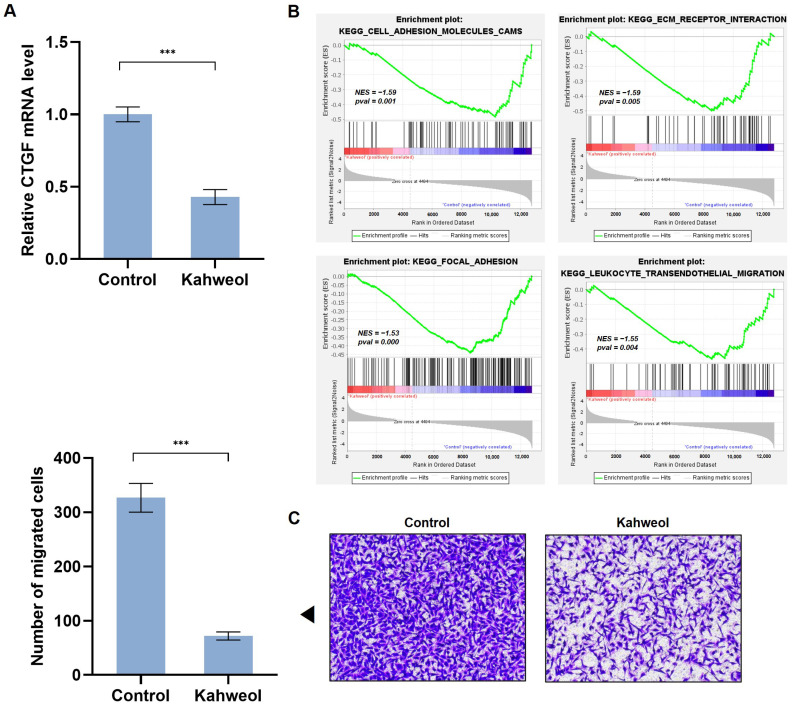
Anti-migratory effect of kahweol in MDA-MB 231 cells. MDA-MB 231 cells were treated with kahweol (50 µM) for 48 h. (**A**) mRNA level of CTGF was determined by qRT-PCR analysis. (**B**) Four significant enrichment plots of the pathway enrichment analysis of DEGs using GSEA. GSEA-based KEGG analysis-enrichment plots of representative gene sets: cell adhesion molecules, ECM–receptor interactions, focal adhesion, and leukocyte transendothelial migration. The green line represents the enrichment profile. (**C**) For the selective migration assay, a transwell assay was performed. Kahweol-treated cells were seeded on the inner chamber for 48 h. After fixing, cells were visualized by crystal violet staining. Unmigrated cells were scraped off, and the migrated cells were counted under a light microscope. The arrow indicates statistical graphs illustrating the results of the transwell analysis. Results are representative of three independent experiments. Data are expressed as means ± SD. *** *p* < 0.005.

**Figure 4:**
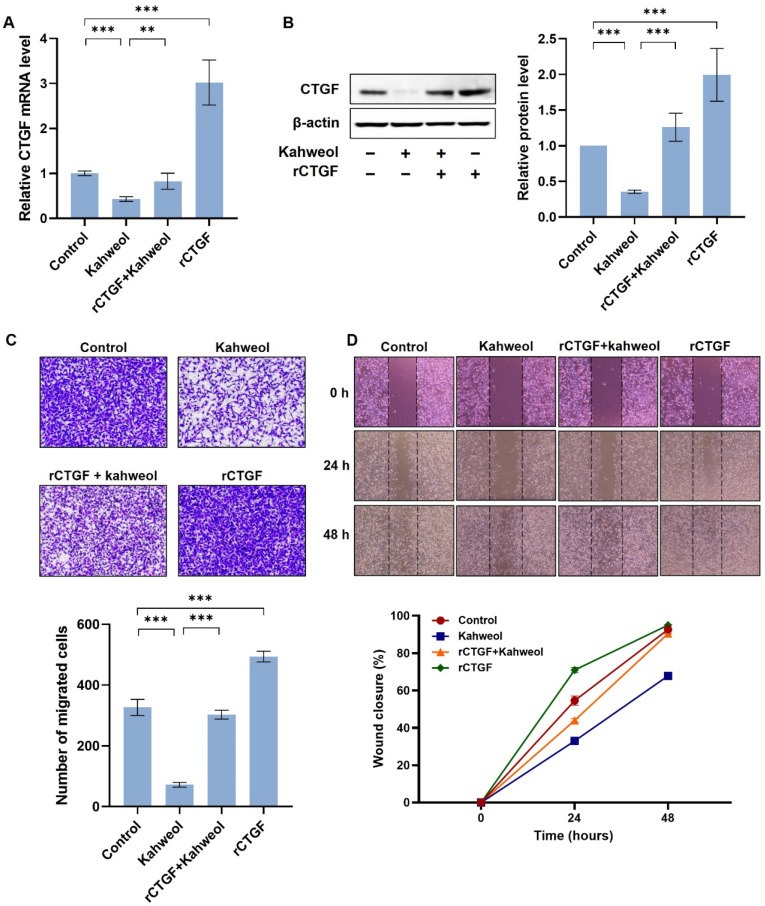
Kahweol’s effect on cell motility in MDA-MB 231 cells. MDA-MB 231 cells were pretreated with rCTGF (400 ng/mL) and kahweol (50 µM) at one-hour intervals for 24 h. (**A**) mRNA level of CTGF was determined by qRT-PCR analysis. (**B**) Western blot analysis of CTGF in rCTGF and kahweol-treated MDA-MAB 231 cells. (**C**) For the selective migration assay, a transwell assay was performed. siRNA-transfected cells were treated with kahweol and seeded on the inner chamber for 48 h. After fixing, cells were visualized by crystal violet staining. Unmigrated cells were scraped off, and the migrated cells were counted under a light microscope. (**D**) Cells were scratched with a micropipette tip to form a cell-free (wounded) area and were pretreated with rCTGF and kahweol at one-hour intervals and then stimulated. Wound areas are visualized using a phase-contrast microscope. The distance migrated was determined as the average of the distances of each cell from the wound boundary. Results are representative of three independent experiments. Data are expressed as means ± SD. ** *p* < 0.01, *** *p* < 0.005.

**Figure 5:**
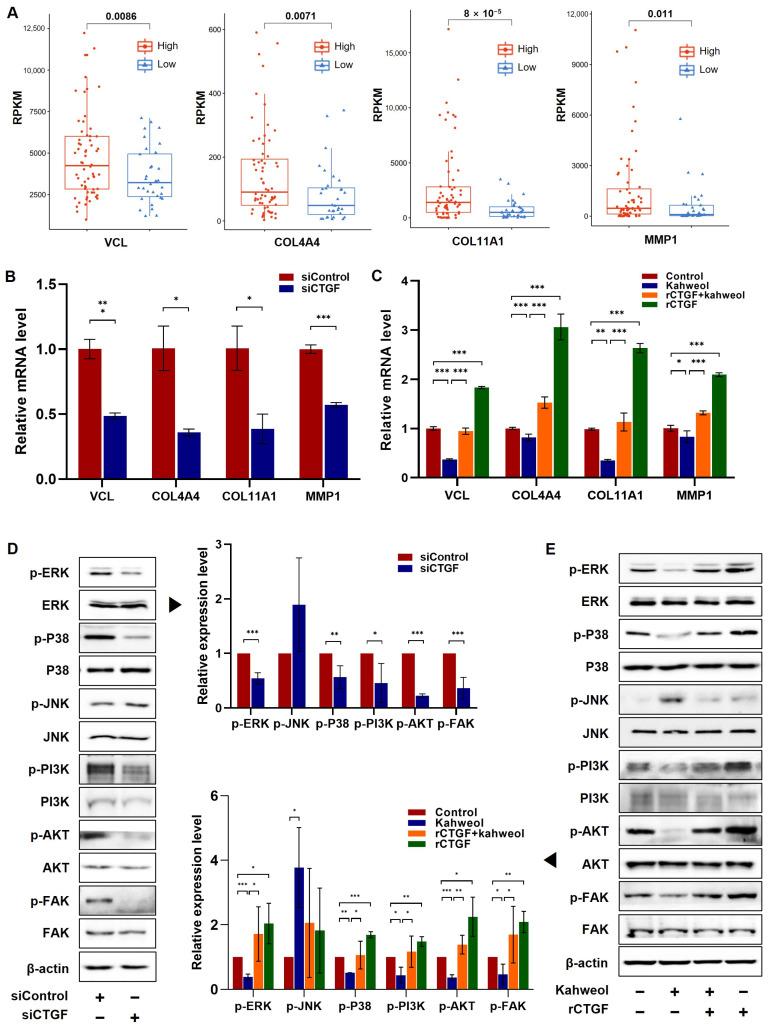
The involvement of MAPKs, PI3K/AKT, and FAK in the mechanisms underlying the kahweol effect on MDA-MB 231 cells’ motility. (**A**) The genes were selected from migration-related pathways in the RNA-seq results of clinical patient data and were plotted. (**B**,**D**) Cells were transfected with 100 nM siRNA specific for the CTGF gene or control siRNA. (**C**,**E**) Cells were pretreated with rCTGF (400 ng/mL) and kahweol (50 µM) at one-hour intervals for 24 h. (**B**,**C**) The mRNA levels of VCL, COL4A4, COL11A1, and MMP1 were determined by qRT-PCR analysis. Results are representative of three independent experiments. (**D**,**E**) Protein levels of phosphorylated MAPKs, PI3K/AKT, and FAK were determined by Western blotting with specific antibodies. The arrow indicates statistical graphs illustrating the results of the Western blot analysis, respectively. Bar graphs present the densitometric quantification of the Western blot bands. Data are expressed as means ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005.

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242216307/s1.

How the deposited data were processed for this re-analysis (not part of the article)

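The RNA-Seq of MDA-MB-231 cells comprised 4 libraries, 1 for each combination of siRNA (siControl or siCTGF) and treatment (none or 50 µM kahweol). The sample labels and the Figure 3 legend give 48 h of kahweol. The library labels name the RNeasy kit for RNA extraction, and the paper's methods name another. The libraries were rRNA-depleted, stranded and sequenced as paired reads of 100 bp.

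According to the submitters' processing notes, reads were checked with FastQC 0.11.7, trimmed with Trimmomatic 0.38, aligned with HISAT2 2.1.0 and Bowtie2 2.3.4.1 to GRCh37.p13 and assembled with StringTie 2.1.3b. Filters and the strand setting are not stated by the authors. The estimated counts of reads per gene, as deposited by the authors, were made from the aligned and assembled reads and are whole numbers without normalization. Over 1406 genes with 1 transcript, the ratio of count to StringTie coverage differed between libraries by at most 0.0460%. The total of aligned bases that FPKM and coverage imply comes to 103 to 105 bases per count, near the length of 1 read and not of a pair. All counting intervals therefore take 2 reads as 1 fragment. The FPKM values were made by the authors with StringTie, per the file headers, and the TPM values were made by the authors in the same StringTie run. The coverage signal, also made by the authors with StringTie, is the mean depth per base of each gene and was used only for the check of the counts. FPKM and TPM in the table of all libraries equal those of the tables of single libraries within 0.000808. The table holds 35993 genes, of which 19319 are protein-coding.

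Counts were normalized with TMM in edgeR 4.0.16 (R 4.3.3), genes with a mean count of at least 10 were kept (16599), and log2 CPM were computed with a prior count of 2. Log2 fold changes were taken between single libraries for 4 comparisons: siCTGF against siControl in untreated and in kahweol-treated cells, and kahweol against untreated in siControl and in siCTGF cells. Genes were counted at fold changes over 1.3 and under 0.7, the thresholds of the paper. The counting intervals (95%) are Clopper-Pearson intervals of the share of fragments in 1 of the 2 libraries. They do not cover variation between cultures, which 1 library per condition leaves unmeasured. Total counts of 44781516 to 59129784 give narrow intervals for abundant genes. For COL4A4, at 4.02 CPM or less, the interval of the log2 fold change in untreated cells ran from -0.52 to 0.26.

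The additive fit used edgeR's quasi-likelihood test on all 4 libraries, 2 against 2, with the other factor as a covariate, 1 residual degree of freedom and Benjamini-Hochberg correction (adjusted p under 0.05). It tests an average effect and takes the interaction of siRNA and kahweol as noise. The fit of the siCTGF effect was tested on simulated data: it called 86.6% of genes with a log2 change of 2, 56.7% of those with 1 and 40.9% of those with 0.58, and 4.65% of its calls were false. The kahweol effect was not tested in this way. These rates may not hold for the real libraries, whose variation between cultures is unmeasured.

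Gene lists (37) were written before the data were examined, from textbook knowledge and from memory of KEGG pathways, and may differ from the databases. Each list except the fibroblast markers was summarized by the median log2 fold change of its measured members. The percentile of this median was taken among 10000 random lists of the same size, matched on mean expression in 20 bins. Enrichment scores were computed in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) with weight 1 and 1000 gene-set permutations. Agreement between comparisons was measured as the correlation of log2 fold changes across genes, set beside 100 simulated data sets with no siRNA effect. GC content, transcript length and 3' UTRs came from GENCODE 29 (GRCh38) and were joined by gene identifier. Trends with GC content and length were removed by lowess (statsmodels 0.14.6, fraction 0.3) over 13912 genes (83.8% of those kept). No coordinates were converted between builds. The siRNA seed test compared genes with and without a match in a 3' UTR of at least 30 nt with 10000 random sets matched on expression (10 bins) and 3' UTR length (20 bins).

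Genes named in the text were chosen by a rule set before the data were examined: every gene that the paper's text names, the 10 highest and 10 lowest protein-coding genes of each effect (mean count of at least 100, past the same fold threshold in both comparisons that share no library, ranked by the smaller absolute log2 fold change), and up to 4 genes per list and direction by the same ranking (mean count of at least 50). The rule gave 256 genes. Genes outside it are marked where they are named, and the results of some genes are not reported here. In all, 94 alternatives of scaling, filter, threshold, statistic and test were set before the data were examined, and 1 (a mean count of at least 1000 for the agreement of the siCTGF comparisons) was added after seeing the data. They included DESeq2 1.42.0 and limma-voom (limma 3.58.1). The Metascape analysis, the sequence reads, the qRT-PCR, protein and migration assays and the supplementary tables are not analysed here.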

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

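The tests of library scaling for the S phase genes, those of variation between single cultures, and all 5 tests for CTGF under kahweol, were chosen only after the result was seen, as was the test over genes with a mean count of at least 1000 among the alternatives.

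S phase markers had median log2 fold changes of -0.58 and -0.92 with kahweol in siControl and siCTGF cells, and replication-dependent histones of -0.91 and -1.20, and the paper's text gives no values for them (the genes of Supplementary Figure S3 are not used here). Scaling of the libraries is argued against as the whole cause, since the S phase median nearest 0 over 6 scalings and both kahweol comparisons was -0.57, and so are trends with GC content and transcript length, after whose removal the median nearest 0 was -0.71. A smaller share of cells in S phase, or lower transcription of replication genes, predicts that replication genes outside both lists are lower too, and the median of 40 such genes was -0.44 in siControl and -0.64 in siCTGF cells. A candidate explanation is therefore a change in the replicating cells. These 2 forms of it are not told apart by mRNA levels. Variation between single cultures in each gene on its own is argued against by the 56 of 64 genes of both lists that were lower at an adjusted p under 0.05 from edgeR's additive fit with Benjamini-Hochberg correction. Variation that the genes of a list share stays open, since the additive kahweol effect on the list mean, with 1 residual degree of freedom, had a p of 0.114 in the list with the higher p.

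CTGF had a log2 fold change of 0.23 with kahweol in siControl cells and a lower one in siCTGF cells, by a difference of -1.23. The opposite signs singled it out, but the sign in siControl cells depends on the unit. There CTGF was at 0.00183 with log2(TPM + 1) and at -0.18 relative to GAPDH. The difference was not tested, since it has no replicate. Counting error is argued against by the upper bound of the interval of the difference, -1.09, and GC content and length by the difference after removing the trends, -1.20. Over 4 scalings the difference ran from -1.23 to -1.25, so the choice among them does not make it. These scalings hardly differ in this contrast, so they do not test any other error of scaling. The other 21 targets of YAP/TAZ had a median difference of -0.17 in the same direction, at percentile 0.225 of random lists, but 14 lists had a median difference outside the random range, so this does not single out YAP/TAZ. A change of all YAP/TAZ targets as large as that of CTGF is argued against by the 10th percentile of their differences, -0.38. The siRNA targets CTGF itself, with log2 fold changes of -1.32 in untreated and -2.55 in kahweol-treated cells, and a deeper knockdown in the kahweol-treated culture, another effect of kahweol in siCTGF cells and a difference between single cultures stay open, as untested.

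Across genes, the siCTGF effects in untreated and in kahweol-treated cells correlated weakly (r 0.0525 and Spearman's rho 0.137 over all genes kept). At a mean count of at least 200, r was 0.178 and rho 0.252. Counting noise of low genes cannot be told apart from other sources: at a mean count of at least 1000, r was 0.178, between the bounds set for the test. Spearman's rho was 0.300 over these genes, and 59.9% had the same sign. Trends with GC content and transcript length are argued against, since removing them gave an r of 0.0784 (0.0647 over the same genes before). A siRNA effect that differs with kahweol cannot be told apart from variation between single cultures, because the interaction has no replicate. Of the 37 gene lists, 14 had a median interaction outside the central 95% of random lists, and the fibroblast markers had no median computed.

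The values below are medians of lists for which the paper's text gives no result in these comparisons, singled out because both comparisons that share no library lay on the same side of the random lists, and they carry no explanation. NRF2 targets stood at 1.05 and 0.93 with kahweol in siControl and siCTGF cells. ER chaperones and genes of the unfolded protein response stood at 0.54 and 0.57. Heat shock proteins were at 1.06 and 0.99. Cholesterol synthesis genes were at -0.80 and -0.87 with kahweol, and at -0.0775 and -0.11 with siCTGF in untreated and kahweol-treated cells. Fatty acid synthesis genes had -0.56 and -0.53 with kahweol. Targets of p53 had 0.63 and 0.43. Hypoxia and glycolysis genes had -0.30 and -0.27. Actin cytoskeleton genes had -0.27 and -0.30. Luminal epithelial markers gave -0.59 and -0.55. Targets of the aryl hydrocarbon receptor gave 0.70 and 0.82. YAP/TAZ targets gave -0.29 and -0.60. Cytosolic ribosomal proteins gave 0.37 and 0.28 with kahweol, and with siCTGF 0.21 in untreated and 0.09 in kahweol-treated cells, the last of which was -0.00303 with log2(TPM + 1). In that unit the kahweol medians in siControl and siCTGF cells were 0.32 and 0.31 for ER chaperones, 0.35 and 0.14 for p53 targets, -0.52 and -0.51 for hypoxia and glycolysis, -0.48 and -0.56 for the actin cytoskeleton, 0.35 and 0.56 for aryl hydrocarbon receptor targets and 0.14 and 0.0157 for cytosolic ribosomal proteins.

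Other results were singled out by opposite signs in 2 comparisons of the same kind, and their difference was not tested. Collagens had a median of -0.29 with siCTGF in untreated and 0.14 in kahweol-treated cells. Mitochondrially encoded genes had -0.40 and 0.33 in the same comparisons. MMP9 had log2 fold changes of -0.48 and 0.70 with kahweol in siControl and siCTGF cells. With siCTGF, its log2 fold changes were -0.42 in untreated and 0.76 in kahweol-treated cells.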

How the results depend on the processing

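The agreement of the siCTGF comparisons over genes with a mean count of at least 1000 was chosen only after the data were seen; the other settings were set before the data were examined.

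Genes over 1.3 and under 0.7 with siCTGF numbered, in untreated and then kahweol-treated cells, 571 and 597, then 869 and 489 with log2(TPM + 1); 519 and 243, then 620 and 216 with log2(FPKM + 1); 3740 and 3871, then 5323 and 3083 with every gene that had a count; 822 and 635, then 1329 and 596 at a mean count of at least 50; 322 and 494, then 673 and 469 at fold changes over 2 or under 0.5; and 808 and 821, then 1249 and 620 with an exact binomial p added. With protein-coding genes alone, 1023 and 1606 were over 1.3. Over all 4 libraries with an unadjusted p, 314 were over 1.3 and 211 under 0.7, and 25 and 22 without a kahweol term. With kahweol, 2319 genes in siControl and 2263 in siCTGF cells were over 1.3 with log2(TPM + 1), 2556 and 2240 with log2(FPKM + 1), and 2975 and 2966 with log2(TPM + 0.1). Under 0.7 were 4526 and 4423, 3052 and 3184, and 5815 and 5745 in the same order, so that lower genes outnumbered higher ones in these units, as they did with total counts (5241 and 5034 under 0.7, 3646 and 3634 over 1.3). With every gene that had a count, 7046 were under 0.7 in siControl cells, and 7563 were over 1.3 and 6154 under 0.7 in siCTGF cells. At fold changes over 2 or under 0.5 there were 1359 and 2202 in siControl and 1551 and 1792 in siCTGF cells. Smaller or larger gene sets and stricter thresholds change these counts by construction. With siCTGF in untreated cells, log2(TPM + 0.1) gave 1234 genes over 1.3 and 1636 under 0.7. Much of the drop with log2(TPM + 1) in that comparison therefore goes with the number added before the logarithm. For the other differences between units, the cause was not tested.

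In the additive fit of siCTGF, 23 genes were higher and 27 lower at a mean count of at least 50, 35 and 40 with DESeq2 size factors in edgeR, 68 and 60 with DESeq2, 32 and 28 with limma-voom, and 0 and 0 in edgeR without a covariate (25 and 22 at an unadjusted p under 0.05). The cause was not tested. The kahweol counts stayed within a factor of 1.5.

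The correlation of the siCTGF comparisons was 0.1099 with log2(TPM + 1), 0.108, 0.178 and 0.178 at a mean count of at least 50, 200 and 1000, and 0.137 as Spearman's rho (0.205, 0.252 and 0.300 at these mean counts). That of the kahweol comparisons was 0.823 with log2(TPM + 1), 0.796 and 0.873 at a mean count of at least 50 and 200, and 0.760 as Spearman's rho. The similarity of siCTGF and kahweol effects was 0.0786, 0.0412, 0.0782 and 0.0424 in the same order, positive where the main value was negative (-0.0213). The cause was not tested.

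Among the list medians, log2(TPM + 1) gave -0.28 for ECM receptor interaction and -0.32 for focal adhesion with kahweol in siCTGF cells, and -0.31 and -0.38 for the cell cycle list in siControl and siCTGF cells. It also gave 0.0394 for collagens with siCTGF in kahweol-treated cells, and with kahweol 0.35 and 0.14 for p53 targets in siControl and siCTGF cells. The mean in place of the median gave -0.14 for cell adhesion molecules with siCTGF in untreated cells and -0.44 and -0.32 with kahweol, and -0.19 (siCTGF with kahweol) and -0.43 (kahweol in siCTGF cells) for leukocyte transendothelial migration. The chemokine list reversed to 0.10 with the mean in kahweol-treated cells, and ribosomal proteins to -0.00303 with log2(TPM + 1). The 8-base seed match gave -0.0232 and -0.0905, and the 7-base match -0.00227 and -0.0505 with log2(TPM + 1). CTGF with kahweol in siControl cells was at 0.00183 with log2(TPM + 1) and reversed to -0.18 relative to GAPDH, and in siCTGF cells it was at -1.23 and -1.402. The log2 fold change of the kinase gene PAK6, siCTGF vs siControl, untreated, reversed to -0.0947, -0.0408 and -0.15 with log2(TPM + 1), log2(FPKM + 1) and log2(TPM + 0.1). The cause was not tested.

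In total, 128 values that answer a comparison and 71 medians of the paper's lists stayed within their spread (or within 1.5 times, for counts), 72 and 9 moved, and 1 reversed. Medians near 0 can change sign within that spread, as those of ECM receptor interaction and cell adhesion molecules with siCTGF in kahweol-treated cells did with total counts, FPKM and TPM. For other lists, 364 medians did not move, 98 moved and 2 reversed. In the additive fit of the named genes, 2929 calls were the same, 57 were gained and 34 lost. In single comparisons of named genes, 3460 values did not move beyond their counting interval, 1597 moved and 3 reversed. The libraries carry no replicate numbers to pair by, and the additive fit pairs them by the other factor. A limit that no setting changes is the single library per condition. Another is the DMSO of the kahweol solution, for which the paper names no vehicle control. Depth limits genes of a few CPM, such as COL4A4, CDH5 and MMP9.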

Differences from the paper's values

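The paper's counts also require a p under 0.05 from a test that its text does not name for the RNA-Seq (its statistics section names Bonferroni's t-test for differences between data sets), which the counts given here lack unless stated. The alternatives below were set before the data were examined. The qRT-PCR values come from another experiment than the RNA-Seq. Their kahweol groups are cells for which no siRNA is named, treated for 24 h in the Fig. 5 legend (for Fig. 3A, 24 h in the text and 48 h in the legend), while the RNA-Seq values set beside them are from siControl cells, treated for 48 h by the labels.

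For siCTGF against siControl in untreated cells, the paper gives 1236 genes past the thresholds, and 3091 were found here. The counts were within 1.5 times the paper's with log2(TPM + 1) (1168), at a mean count of at least 50 (1457) and with an exact binomial p (1629). They were not with DESeq2 size factors, total counts, log2(FPKM + 1), log2(TPM + 0.1), every gene with a count, a count above 0 in every library, protein-coding genes, fold changes over 2 or under 0.5, or the 2 settings of 2 against 2 libraries. For upregulated genes the paper gives 381, against 1598 here. Within 1.5 times were log2(TPM + 1) (571), log2(FPKM + 1) (519), fold changes over 2 (322) and the additive fit with an unadjusted p (314), and the remaining alternatives were not. For downregulated genes the paper gives 855, against 1493 here. Within 1.5 times were log2(TPM + 1) (597), a mean count of at least 50 (635), protein-coding genes (1010) and the binomial p (821), and no other alternative was. As a share of all genes, the paper gives 9.6%, against 18.6% here. Log2(TPM + 1) (7.04%), a mean count of at least 50 (10.6%) and the binomial p (9.81%) were within 1.5 times, the others not. The paper's share of upregulated genes is 3%, against 9.63% here, and log2(TPM + 1) (3.44%) and log2(FPKM + 1) (3.13%) alone were within 1.5 times.

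For cell adhesion molecules with siCTGF, the paper's NES is about -0.47 in Fig. 2C, read by eye, and the NES here was -1.48, with no alternative within the bounds (-1.41 with a count above 0 in every library, -1.39 with Signal2Noise of the single pair and -1.12 with that of 2 against 2 libraries). The enrichment score before normalization was -0.47.

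In Fig. 5B and 5C, read by eye, siCTGF gives the paper's qRT-PCR folds of about 0.48 for VCL, about 0.36 for COL4A4 and about 0.57 for MMP1. In the RNA-Seq the folds were 0.908, 0.921 and 1.56, and each differed under all 5 alternatives of scaling. With kahweol, the paper's qRT-PCR fold of CTGF is about 0.43 in Fig. 3A, read by eye, and it was 1.17 in siControl cells here. All 6 alternatives differed from this reading, the lowest being 0.886 relative to GAPDH. The paper's text writes a reduction by 0.6-fold: taken as a remaining fold of 0.6, the value relative to GAPDH is within 1.5 times of it and the other 6 values here are not. With kahweol the paper's fold of VCL is about 0.37 in Fig. 5, read by eye, against 0.657 here. Log2(TPM + 1) (0.552) and log2(TPM + 0.1) (0.549) were within 1.5 times, while DESeq2 size factors, total counts and log2(FPKM + 1) were not. For COL4A4 with kahweol the paper's fold is about 0.82 in Fig. 5, read by eye, against 0.546 here. DESeq2 size factors (0.550), log2(TPM + 1) (0.754) and log2(FPKM + 1) (0.857) were within 1.5 times, and total counts and log2(TPM + 0.1) were not. For MMP1 with kahweol it is about 0.83 in Fig. 5, read by eye, against 2.42 here, and all 5 alternatives differed. The alternatives for VCL, COL4A4 and MMP1 did not include scaling to GAPDH, whose primers the paper lists for its qRT-PCR.

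In direction, the paper states that MMP1 was lowered by CTGF siRNA and by kahweol, and its log2 fold changes here were 0.64 and 0.42 with siCTGF and 1.28 and 1.05 with kahweol. VCL, which the paper also states was lowered, was lower here in all 4 comparisons. COL4A4 was lower with kahweol in both, and with siCTGF in untreated cells its counting interval ran from -0.52 to 0.26. For COL11A1, which the paper also states was lowered, no value is given here. The paper states that kahweol lowered CTGF mRNA. Here it was at 0.23 in siControl cells, at -0.18 relative to GAPDH, and in siCTGF cells it was lower, at 31.8 CPM with kahweol against 63.6 CPM without. The paper places cell cycle genes among those that kahweol left unaffected. Of 121 such genes, edgeR's additive fit called 44 lower and 30 higher here. In siControl cells 67 lay between 0.7 and 1.3, 26 over and 28 under, and in siCTGF cells 68, 20 and 33 (with log2(TPM + 1), 18 over and 40 under, and 11 over and 45 under). Of all 16599 genes kept, 7569 lay between 0.7 and 1.3 in siControl and 7869 in siCTGF cells. Of the same 16599 genes, the additive fit called 3922 lower and 3805 higher. The genes of the paper's Supplementary Figure S3 are not used here.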

Other observations

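No test in this part was chosen only after the result was seen; the gene lists and the seed test were planned.

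Kahweol raised genes of the response to oxidative and electrophilic stress. Of 34 targets of NRF2, 28 rose and 2 fell at an adjusted p under 0.05 in edgeR's additive fit (29 and 2 when adjusted over the list alone): with HMOX1, the ferritin heavy chain FTH1 had log2 fold changes of 2.51 and 2.32 in siControl and siCTGF cells, the quinone reductase NQO1 1.10 and 0.98, and OSGIN1, an oxidative stress-induced growth inhibitor, 2.42 and 2.49. Genes of protein folding rose as well, 21 of 26 ER chaperones and genes of the unfolded protein response with none falling, among them the ER chaperone gene HSPA5 (1.81 and 1.09), its cochaperone DNAJB9 (2.42 and 2.46) and the stress sensor ERN1 (1.60 and 1.57). Of 17 heat shock proteins, 13 rose and 1 fell, with HSPA1A at 1.63 and 2.32, HSPA1B at 1.66 and 2.30 and the cochaperone BAG3 at 1.47 and 1.55. Both counts were the same when adjusted over the list alone. Targets of ATF4 and CHOP, the transcription factors of the integrated stress response, rose in 15 of 28 cases and fell in 3 (16 and 3 when adjusted over the list alone), with medians of 0.35 and 0.22 (0.10 and -0.04 with log2(TPM + 1)). DDIT3, which encodes CHOP, was at 2.00 and 1.80 and ATF3 at 1.75 and 1.82. Of 24 targets of p53, 15 rose and 5 fell, also when adjusted over the list alone: SESN2, a stress-induced inhibitor of mTORC1 signaling, was at 1.46 and 1.59 and the phosphatase PPM1D at 1.09 and 1.21, while DDB2 of nucleotide excision repair was at -1.41 and -1.39 and the apoptosis effector BAX at -0.87 and -0.54. MDA-MB-231 cells carry a mutant p53. Of 8 targets of the aryl hydrocarbon receptor, 5 rose and 1 fell, with CYP1A1 at 1.21 and 1.35 and CYP1B1 at 0.94 and 1.48.

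Lipid synthesis genes fell with kahweol. Of 26 genes of cholesterol synthesis, 20 fell and none rose in edgeR's additive fit (20 and 1 when adjusted over the list alone), among them FDPS, farnesyl diphosphate synthase (-1.51 and -1.44). Of 21 genes of fatty acid synthesis, 14 fell and 3 rose (14 and 4 when adjusted over the list alone), with fatty acid synthase FASN at -1.38 and -1.38 and the desaturase SCD at -1.28 and -1.45. Of 32 genes of hypoxia and glycolysis, 17 fell and 9 rose (18 and 10 when adjusted over the list alone), with PDK1 at -1.51 and -1.10 and the glucose transporter SLC2A3 at 1.63 and 1.84. Of 67 genes of the actin cytoskeleton, 36 fell and 8 rose (40 and 10 when adjusted over the list alone), with TPM1 at -1.15 and -1.07 and ROCK1, which rose, at 0.69 and 0.78. Of 22 targets of YAP/TAZ, 11 fell and 3 rose, with ANKRD1 at -1.32 and -2.18. The chemokine gene CXCL1 was at -2.83 and -3.78 and CXCL8 at 1.03 and 0.83, and of 27 chemokines, semaphorins and receptors 9 fell and 3 rose. Of 27 matrix metalloproteinases and inhibitors 10 fell and 8 rose (10 and 9 when adjusted over the list alone), and the protease gene PLAU was at -1.65 in siControl cells. Of 28 genes of ERK output 14 rose and 6 fell, with medians of 0.17 (negative with log2(TPM + 1)) and 0.33.

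Other lists gave these medians with kahweol in siControl and siCTGF cells, with members higher and lower in edgeR's additive fit in parentheses. Cytosolic ribosomal proteins had 0.37 and 0.28 (67 and 0 of 76), NF-kB and inflammatory targets -0.14 and 0.01 (9 and 7 of 27), interferon-stimulated genes -0.12 and 0.19 (15 and 8 of 39) and TGF-beta targets -0.09 and 0.13 (6 and 7 of 22), where the values of 0.01, 0.19 and 0.13 turn negative with log2(TPM + 1) or another scaling. Mesenchymal markers had -0.33 and -0.17 (4 and 6 of 19), luminal epithelial markers -0.59 and -0.55 (4 and 13 of 24), apoptosis regulators 0.02 and 0.05 (10 and 10 of 33) and housekeeping genes 0.11 and 0.13 (11 and 6 of 25), the last 2 lists turning negative under other scalings. Mitochondrially encoded genes had -0.66 and 0.03 (0 and 4 of 13), the latter negative under other scalings. Markers of cells that the culture should lack or hold little of had medians of -0.60 and -0.28 for leukocytes (0 and 2 of 8), -0.56 and -0.41 for endothelium (0 and 4 of 7) and -1.28 and -0.70 for basal keratinocytes and myoepithelium (0 and 2 of 7), and of the fibroblast markers 2 were measured. Genes that the paper names had 0.10 and 0.03 (5 and 5 of 19), negative under other scalings.

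With siCTGF in untreated and kahweol-treated cells, interferon-stimulated genes had medians of -0.04 and 0.20, the latter above nearly all random lists, with 0 of 39 past edgeR's additive test over all genes and 6 higher when adjusted over the list alone. TGF-beta targets, among which CTGF is counted, had -0.18 and 0.09 (the latter negative under other scalings), and hypoxia and glycolysis genes -0.15 and 0.02 (likewise).

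The average effects of siCTGF and of kahweol, as contrasts whose products of library weights sum to 0, had an r of -0.0213 across genes, against -0.005 (-0.028 to 0.015) in simulated data with no siRNA effect. Its sign turned with log2(TPM + 1) (0.0786), at a mean count of at least 50 (0.0412) or 200 (0.0782) and as Spearman's rho (0.0424), so no direction is given for it. The siCTGF effect in untreated cells and the kahweol effect in siControl cells, which share the untreated siControl library, had an r of 0.277, against 0.227 (0.204 to 0.245) in the same simulations. That range may be too narrow, since variation that the genes of a culture share is unmeasured, so no conclusion is drawn from the difference.

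A seed effect of the CTGF siRNA predicts lower expression of genes whose 3' UTR matches bases of its antisense strand. The 1997 of 13727 genes with the 7-base match AAGACAT had a median log2 fold change with siCTGF that was lower than that of the other genes by a difference of -0.00921 in untreated and -0.0640 in kahweol-treated cells (-0.00227 and -0.0505 with log2(TPM + 1), -0.0232 and -0.0905 with the 8-base match). Matched random sets gave -0.0010 to 0.0186 and -0.0429 to -0.0220 (central 95%), so much of the difference in kahweol-treated cells arises without this match. For this seed off-target effect of the siRNA, the higher of the 2 percentiles among matched random sets was 0.01. Among 210 words of 7 bases that include this match, the difference ranked 1 from the lowest in untreated and 4 in kahweol-treated cells. A candidate explanation is a small off-target effect of this siRNA on many genes.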
